# Three TF Co-expression Modules Regulate Pressure-Overload Cardiac Hypertrophy in Male Mice

**DOI:** 10.1038/s41598-017-07981-4

**Published:** 2017-08-08

**Authors:** Yao-Ming Chang, Li Ling, Ya-Ting Chang, Yu-Wang Chang, Wen-Hsiung Li, Arthur Chun-Chieh Shih, Chien-Chang Chen

## Abstract

Pathological cardiac hypertrophy, a dynamic remodeling process, is a major risk factor for heart failure. Although a number of key regulators and related genes have been identified, how the transcription factors (TFs) dynamically regulate the associated genes and control the morphological and electrophysiological changes during the hypertrophic process are still largely unknown. In this study, we obtained the time-course transcriptomes at five time points in four weeks from male murine hearts subjected to transverse aorta banding surgery. From a series of computational analyses, we identified three major co-expression modules of TF genes that may regulate the gene expression changes during the development of cardiac hypertrophy in mice. After pressure overload, the TF genes in Module 1 were up-regulated before the occurrence of significant morphological changes and one week later were down-regulated gradually, while those in Modules 2 and 3 took over the regulation as the heart size increased. Our analyses revealed that the TF genes up-regulated at the early stages likely initiated the cascading regulation and most of the well-known cardiac miRNAs were up-regulated at later stages for suppression. In addition, the constructed time-dependent regulatory network reveals some TFs including *Egr2* as new candidate key regulators of cardiovascular-associated (CV) genes.

## Introduction

Many heart related diseases, such as ischemic heart disease, hypertension, heart failure, and valvular heart disease, are accompanied by cardiac hypertrophy^1^. This type of cardiac hypertrophy, also called pathological hypertrophy, is associated with altered cardiac gene expression, fibrosis, and cardiac dysfunction and can progress to heart failure eventually. In contrast, the other type of cardiac hypertrophy is physiological and occurs in response to chronic exercise training that is reversible and characterized by normal cardiac morphology without fibrosis or apoptosis^2^. The gene regulation network involved in the hypertrophic process is still largely unknown. Studies using animal models have identified a few genes and regulators and verified some of their specific roles in cardiac hypertrophy^3–13^. The development of cardiac hypertrophy is a dynamic process, and a few studies have taken this fact into consideration^14–16^. For example, Friddle *et al*.^14^ conducted a time course experiment, taking a total RNA sample from heart tissue of the drug-induced cardiac hypertrophy each day in two weeks, and identified dozens of genes associated with cardiac hypertrophy. Van den Bosch *et al*.^16^ conducted another time course experiment from aortic banding-induced cardiac hypertrophy at five time points in 8 weeks and found many differentially expressed genes associated with metabolic activity for compensated hypertrophy. In addition, Sheehy *et al*.^15^ compared the temporal change of transcriptomes measured in hearts subjected to either exercise-induced or aortic banding–induced hypertrophy at different time points. As most studies took cardiac samples only at few time points, a comprehensive study of how the transcription factors (TFs) dynamically regulate the associated genes during the hypertrophic process is still lacking.

Noting that heart undergoes morphological and electrophysiological changes to overcome a pressure overload, Meerson and colleagues divided cardiac remodeling into three stages: developing hypertrophy, compensatory hypertrophy, and overt heart failure^1, 17^. However, how these morphological and electrophysiological changes are regulated is still largely unknown. In this study, we raised three questions: (1) Which genes are involved in the hypertrophic process, from developing hypertrophy to compensatory hypertrophy and to overt heart failure stages? (2) Which TFs or miRNAs are responsible for inducing these changes and are they co-regulated and modularized? (3) What roles do these TFs or miRNAs play in stress-induced cardiac hypertrophy? To answer these questions, we first conducted a time course experiments to collect mRNA and miRNA expression data at five different time points from thoracic aortic banding (TAB)- and sham-operated (control) mouse hearts. Then, we analyzed the time-course transcriptome data and integrated them with the regulatory information from public bioinformatics databases. Based on the results, we attempted to answer the above questions one by one and identified the candidate TFs and miRNAs at different stages of cardiac hypertrophy.

## Results

### Animal model of cardiac hypertrophy, experimental design, and transcriptome data processing

Adult male C57BL/6 J mice were anaesthetized and subjected to pressure overload by transverse aortic banding (TAB) according to the method described previously^18, 19^. The RNAs of cardiac tissues were taken from the left ventricles of mouse hearts subjected to TAB or sham operation at days 3, 5, 7, 14, and 28 after surgery (Suppl. Fig. S1). The expression changes of mRNAs and miRNAs were measured by cDNA and miRNA microarrays, respectively. 

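The mRNA of each sample was labelled with Cy5 and hybridized to a Mouse Whole Genome OneArray, an array of oligonucleotide probes read in 1 colour. 1 TAB and 1 sham sample were taken on each of the 5 days, which makes 10 mRNA samples, and the paper's text does not state how many mice a sample held. A difference between TAB and sham on a single day therefore has no replicate check, and no p-value is given for a day. A label of the TAB sample of day 14 gives 15 days, whereas its title and the paper give 14, and it was used as day 14. The authors deposited the raw intensity of each spot after a background was subtracted, together with a detection p-value and a flag. The meaning of the flag is not stated, and its negative value was read as GenePix commonly uses it, for a spot that the software did not find. The bounds given below rest on this reading. The intensities were not scaled between arrays, and the background method and the computation of the p-value are not stated. The values cover 26423 probes, of which 3633 (13.75%) carry no gene symbol. The median raw intensity lay between 34 and 55 on the TAB arrays (median 46) and between 42 and 57 on the sham arrays (median 48). The highest intensity of an array lay between 65465 and 65473. Between 40.2% and 47.3% of the spots of an array were marked as not found (median 43.4%). These spots had a median intensity of 5 on every array, whereas the 1st percentile of the found spots lay between 25 and 27. The number of arrays limits the precision of every value. The miRNA arrays were not analysed here.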

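Each array was scaled to a common median. The 6447 probes with a scaled intensity below 1 in any sample were removed, and 6175 of these had been found on no array. The 19976 probes that were kept were quantile normalized over the 10 samples, with the median of each rank as the common value. Of the kept probes, 12654 were found on all 10 arrays and 2808 on none. For the 1768 genes with at least 2 kept probes, the probe with the largest sum of absolute log2 ratios over the 5 days was used, which gave 16113 genes. With the probes below 1 kept and set to 1, the number of genes was 19942.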

After the data processing and within and between sample normalizations (see Methods), the total numbers of genes and miRNAs for this study are 16,152 and 928, respectively. 

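The SDs of the log2 ratios over all genes were 0.89, 0.96, 0.88, 0.74 and 0.69 on days 3, 5, 7, 14 and 28, and the lowest median ratio of a day was −0.06, on day 5. The 5 days also served as replicates of an average TAB effect in limma, with day as a block. Of the 16113 genes, 2749 had an adjusted p under 0.05 from limma, 1481 of them higher and 1268 lower in TAB, and 5745 had an unadjusted p under 0.05. The share of higher genes depended on the scaling, with 1782 higher and 855 lower genes after median scaling alone and 1871 higher and 950 lower genes after quantile normalization within each operation. Leaving out the samples of day 7 moved the count most, to 22 genes. Without day 3 it was 30, without day 5 it was 98, without day 14 it was 947, and without day 28 it was 2753.
Of the 60 genes that were DE on all 5 days, 59 kept their direction, 56 up-regulated and 3 down-regulated. Timp1, Lox, Star, Gmps, Cxcr6, Adamts8, Spp1 and Gpr176 were among the 10 with the largest absolute mean log2 ratio. Timp1 had a mean log2 ratio of 5.02 (SE 0.63, adjusted p = 0.0154 from limma), with values between 2.64 and 6.83 over the days. Spp1 had a mean log2 ratio of 3.90 (SE 0.58, adjusted p = 0.0185 from limma). Lox (4.55, adjusted p = 0.0179 from limma) was found on 2 of the 5 sham arrays and Gmps (4.20, adjusted p = 0.0202 from limma) on 1. The ratios of Lox and Gmps thus include sham values near background, and their place is not certain either. Star, Cxcr6, Gpr176 and Adamts8 were not well above background on any sham array, so that their rank rests on sham values near background and only a bound can be given. A bound sets the mean of the brighter samples against, for each array of the dimmer ones, the higher of the lowest intensity among found spots and the intensity of the probe itself. The lowest found spot lies under the 1st percentile of the found spots. Where the probe itself was brighter, the bound is the measured ratio. The bounds do not allow for noise near background, and a higher floor could lower them. Star was at least 14.6-fold higher in TAB, Cxcr6 at least 12.7-fold, Gpr176 at least 11.5-fold and Adamts8 at least 8.83-fold. On the log2 scale, the bounds of Cxcr6, Gpr176 and Adamts8 lie under the mean log2 ratio of Col3a1 (3.68), which is not among the 10, so that the place of these 3 genes is not certain. The adjusted p from limma was 0.00430 for Star and Adamts8, 0.0281 for Cxcr6 and 0.0158 for Gpr176.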

The expression fold-changes of each gene and miRNA at each time point were separately calculated by the log2 ratio of the normalized intensity values with and without the pressure overload treatment (Suppl. File S1).

### Day 5 is the major transitional stage of transcriptome expression after pressure overload in mouse hearts

We first calculated the Pearson correlation coefficient (*PCC*) of gene expressions between sham and TAB at different time points. To reduce the bias that might arise from extremely high or low gene expression levels, those genes with expression intensity values above the top 1% or below the bottom 1% of all expressed genes at any time point were removed. Furthermore, to avoid the *PCC* being dominated by genes independent of the TAB treatment, the genes with expression differences between the two conditions that were not greater than one standard deviation in all time points were removed as well. Then, the *PCC*s of the total intensity values of the filtered non-TF genes (6,579 genes) between two different conditions were calculated for each time point (Suppl. Fig. S2). 

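After removal of the genes in the top or bottom 1% of intensity in any sample, 14857 genes were left. Those with an absolute log2 ratio above 1 SD on at least 1 day were kept, which gave 6530 non-TF genes and 585 TF genes. The TF genes were taken from Suppl. File S1, of which the first 1998 genes were at hand. These include 1453 TF genes, and no TF gene followed the first non-TF gene. The PCCs were taken on linear normalized intensity across genes, and genes are not independent replicates.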

The same procedure was applied to 928 miRNAs and 606 TF genes to calculate their *PCC*s. For non-TF genes, the *PCC* between sham and TAB decreased from day 3 (0.77) to the minimum (0.68) at day 5 (blue line in Fig. 1). 

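For the 6530 non-TF genes, the PCC between sham and TAB was 0.767 on day 3 and 0.683 on day 5. The same genes had PCCs between 0.939 and 0.977 in the 10 pairs of sham samples of different days (median 0.955, SD 0.0123), so that both days lay below every pair of sham samples. These genes were kept for their difference between TAB and sham, not between sham samples. Leaving out this filter moved the PCC most, to 0.908 on day 3 and 0.871 on day 5, and day 5 still had the lower value.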

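The PCC of the non-TF genes was 0.776 on day 7, 0.858 on day 14 and 0.912 on day 28. The value of day 28 stayed below that of every pair of sham samples. Between TAB samples of different days, the PCC of these genes ranged from 0.851 to 0.966.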

After day 5, the *PCC* increased from 0.78 at day 7, to 0.86 at day 14, and to 0.92 at day 28. 

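For the 585 TF genes, the PCC was 0.861 on day 3, 0.712 on day 5, 0.828 on day 7, 0.896 on day 14 and 0.937 on day 28. In the pairs of sham samples, the PCC of the TF genes ranged from 0.896 to 0.975 (median 0.930, SD 0.0294). Days 3, 5 and 7 lay below this range, whereas day 28 lay within it and day 14 at its lower end.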

The *PCC*s for TF genes showed similar tendencies: they were 0.84, 0.71, 0.86, 0.91, and 0.96 for days 3, 5, 7, 14, and 28, respectively (red line in Fig. 1). For miRNAs, the *PCC*s also decreased from day 3 (0.95) to day 5 (0.87), then slowly increased from 0.91 at day 7 to 0.93 at day 14, but decreased to 0.86 at day 28, which was similar to that for day 5 (green line in Fig. 1). Anatomically, the morphology of the heart after pressure overload still appeared normally at day 3. The heart size started to increase from day 5 to day 7 and became significantly larger in the TAB group (Suppl. Fig. S3A). The ratio of heart weight over body weight (HW/BW, an index of cardiac hypertrophy) remained similar between the TAB and sham groups at day 3 after surgery in mice and started to increase from day 5 to day 7 and reached a stable level at day 14 in TAB mice^20, 21^ (Suppl. Fig. S3B).

**Figure 1:**
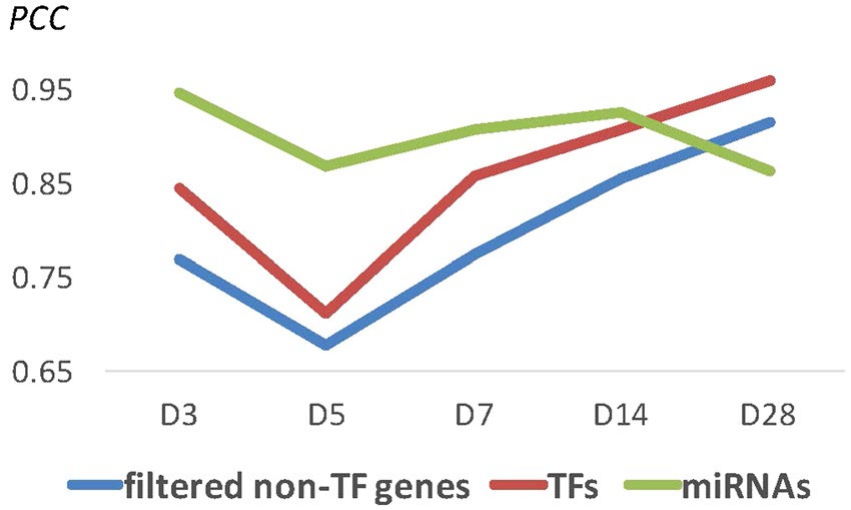
Pearson correlation coefficients (*PCCs*) of the expression intensity values of filtered non-TF genes (with expressional differences greater than 1 standard deviation but excluding those at the top and bottom 1% intensity values), TF genes, and microRNAs between with and without pressure overload in the cardiac samples at days 3, 5, 7, 14, and 28. The blue, red, and green lines represent the *PCC*s for filtered non-TF genes, TF genes, and microRNAs, respectively.

In summary, we made three observations (Fig. 1): (1) the *PCC*s for filtered non-TF genes and TF genes in murine hearts after pressure overload decreased from day 3 and reached the lowest at day 5. 

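The PCCs were computed under 16 settings of normalization, gene filter and correlation for non-TF and TF genes, and day 5 had the lowest value in 32 of 32 cases. Each TAB sample was also set against the sham samples of the other 4 days, over the 14857 genes without the filter on differences. The TAB sample of day 5 had the lowest PCC of the 5 TAB samples against 4 of 4 of these sham samples, by between 0.0151 and 0.0222. Its mean PCC to the sham samples of other days was 0.885, and the means were 0.899 for day 3, 0.909 for day 7, 0.934 for day 14 and 0.967 for day 28. The sham sample of day 5 in turn had the lowest PCC against 4 of the 4 TAB samples of other days on linear intensity and against 1 of 4 on log2 intensity.

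**Figure D1:**
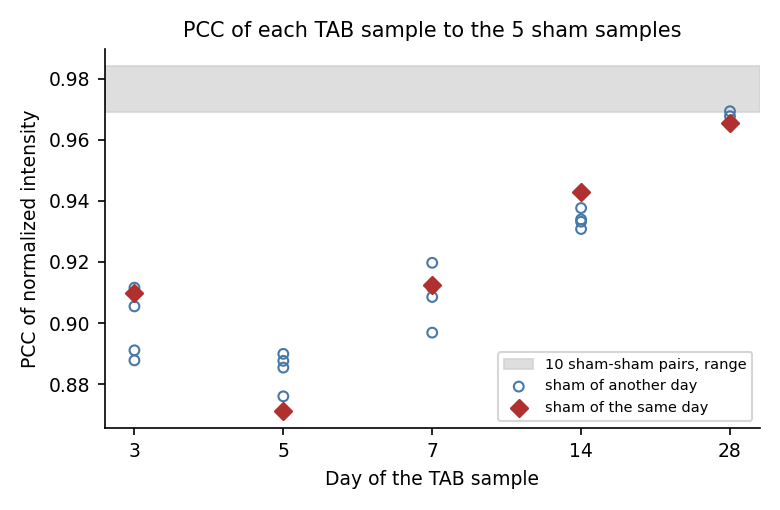
PCC across 14857 genes (vertical axis) between the TAB sample of each day (horizontal axis, days after surgery) and the sham samples of the same day (diamonds) and of the other days (circles). The grey band gives the range of the 10 pairs of sham samples, 0.969 to 0.984, and the TAB sample of day 5 lies lowest against the sham sample of its own day and of every other day.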

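Over the 14857 genes without the filter on differences, the PCC between sham and TAB of the same day was 0.910 on day 3, 0.871 on day 5, 0.912 on day 7, 0.943 on day 14 and 0.965 on day 28. The value of day 28 lay below the range of the 10 pairs of sham samples, 0.969 to 0.984. Day 28 had the highest PCC in 32 of the 32 combinations of setting and gene set.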

Then, the *PCC*s slowly returned to the same level as in the case without pressure overload. Therefore, day 5 is the critical transitional stage of gene regulation during the process of TAB-induced cardiac hypertrophy in male murine hearts. This observation is consistent with the result that most genes within the process of compensated hypertrophy returned to basal expression levels one week after TAB^16^. 

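From the minimum of the PCC on day 5 and its rise on the later days, for TF and non-TF genes alike, the paper concludes that day 5 is the transitional stage of gene regulation. The difference between days rests on 1 TAB and 1 sham sample per day.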

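From the lowest to the highest PCC, the order of the days was 5, 3, 7, 14, 28 for the non-TF genes and 5, 7, 3, 14, 28 for the TF genes. Both gene sets had their minimum on day 5 and their maximum on day 28, and days 3 and 7 changed places between them. For the TF genes, day 3 was above day 7 in 13 of 16 settings. It was below day 7 with median scaling only (0.841 and 0.850), with probes below 1 set to 1 (0.820 and 0.860) and with Spearman correlation (0.857 and 0.865). Day 14 was above days 3 and 7 in 13 of 16 settings for these genes. It was below both with the brightest probe (0.773, against 0.868 and 0.829), with the lowest tertile of genes left out (0.833, against 0.881 and 0.847) and with probes not found on any 1 of the arrays left out (0.840, against 0.883 and 0.853), the last chosen after seeing the data.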

(2) The *PCC*s for all filtered non-TF genes and for TF genes showed similar tendencies of change, indicating that most non-TF gene expression changes may be directly or indirectly regulated by TFs. (3) For miRNAs, its *PCC* after day 5 did not return to the normal level as those for filtered non-TF genes and TF genes, but had a significant change at day 28. It seems that after day 5 the miRNA expression may have different regulatory mechanisms than those for filtered non-TF genes and TF genes.

### Functional enrichments of genes and miRNAs differentially expressed at early stages

The genes and miRNAs whose expression levels differed significantly between sham and TAB at least at one time point were defined as differentially expressed (DE) genes and miRNAs, respectively. We identified the DE genes and miRNAs from the whole transcriptome data for each time point and used the DE genes to predict their potential functions by Gene Ontology (GO) term enrichment analysis (see Methods).

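A gene was called DE on a day when its log2 ratio was more than 2 SDs of that day away from 0. This gave 2812 DE genes over the 5 days, 1742 of them up-regulated and 1268 down-regulated on at least 1 day, with 198 in both sets. Of the DE genes, 1797 (63.9%) were called on 1 day only. The alternative that moved the total most was a log2 ratio of at least 1 on any day, which gave 6817 genes.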

We identified 2,853 DE genes and 148 DE miRNAs. There were 851, 917, 911, 908, and 948 genes and 64, 61, 67, 48, and 63 miRNAs differentially expressed at days 3, 5, 7, 14, and 28, respectively (Suppl. Fig. S4). 

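There were 839, 889, 912, 913 and 947 DE genes on days 3, 5, 7, 14 and 28. The log2 ratio needed for a call was 1.78, 1.93, 1.75, 1.48 and 1.38 on these days. Up-regulated genes numbered 500, 659, 657, 547 and 549, which is 59.6%, 74.1%, 72.0%, 59.9% and 58.0% of the calls. On day 14, adding 50 to the normalized intensity before the log2 step raised this share to 71.3% (503 up-regulated and 202 down-regulated). The 5 days together made 4500 calls, and 1273 (28.3%) of them concerned genes whose probe was not well above background on either array of the day. Genes found on both arrays made 192, 261, 214, 159 and 239 of the calls on days 3, 5, 7, 14 and 28. The remaining calls concerned genes found on 1 array only.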

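The rule was also applied to every pair of sham samples of different days, where no banding had been done. Between 893 and 988 genes were called in these 10 pairs (median 963.5), against 839 to 947 between TAB and sham. The threshold is scaled to the SD of each comparison, and the SDs of the pairs of sham samples lay between 0.59 and 0.70 (median 0.63). With a fixed threshold, an absolute log2 ratio of at least 1, the numbers differed between the days, with 3072 genes on day 3, 3386 on day 5, 2803 on day 7, 2110 on day 14 and 1802 on day 28. The pairs of sham samples gave between 1310 and 1794 genes by this rule (median 1542.5).

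**Figure D2:**
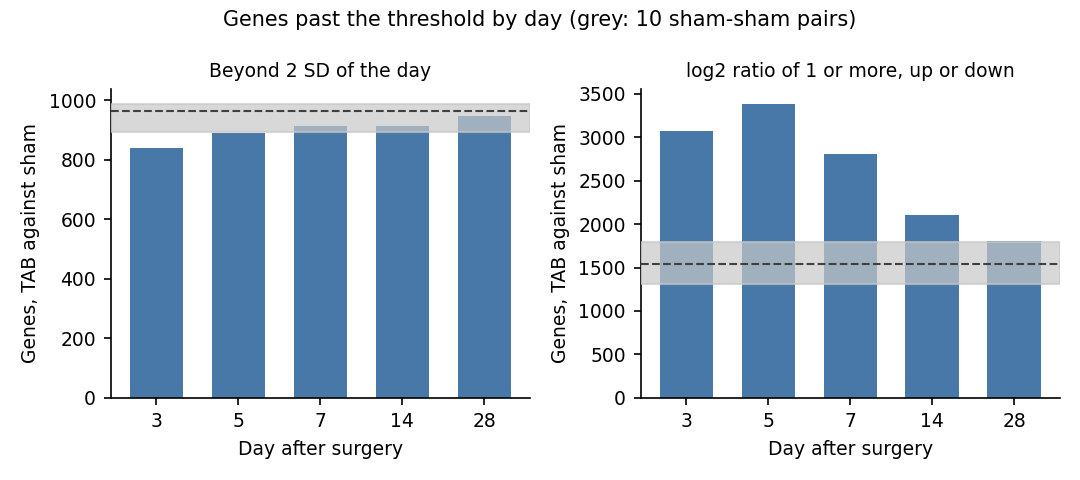
Number of genes (vertical axes) by day after surgery (horizontal axes) called by the threshold of 2 SDs of the day (left) and by an absolute log2 ratio of at least 1 (right); bars are the TAB sample against the sham sample of the day. The grey band is the range over 10 pairs of sham samples and the dashed line their median, 963.5 on the left and 1542.5 on the right.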

There was no significant difference in the numbers of either DE genes or DE miRNAs between different time points. However, if we only considered the DE genes and miRNAs that were either up- or down-regulated for the first time at a specific time point, the proportions were 30%, 20%, 15%, 17%, and 18% of DE genes and 43%, 23%, 7%, 18%, and 9% of DE miRNAs at days 3, 5, 7, 14, and 28, respectively (Fig. 2A). Thus, half of DE genes and more than half of DE miRNAs arose for the first time at day 3 or 5. 

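Of the DE genes, 839 (29.8%) were called for the first time on day 3, 540 (19.2%) on day 5, 423 (15.0%) on day 7, 471 (16.7%) on day 14 and 539 (19.2%) on day 28.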

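Days 3 and 5 together held 49.0% of the first calls. The first day of any order has no earlier day to take calls away, so the count was repeated for all 120 orders of the 5 days. The first 2 days held between 49.0% and 59.3% of the first calls (median 54.6%), and 58.3% when the days were counted from day 28 back to day 3. This share depends only on which 2 days come first, so many of the 120 orders repeat the same value.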

We confirmed some of the DE genes using quantitative real-time RT-PCR and the results showed that *Egr1*, *Egr2* and *cMyc* are indeed differentially expressed after TAB surgery at different time points (Suppl. Fig. S5).

**Figure 2:**
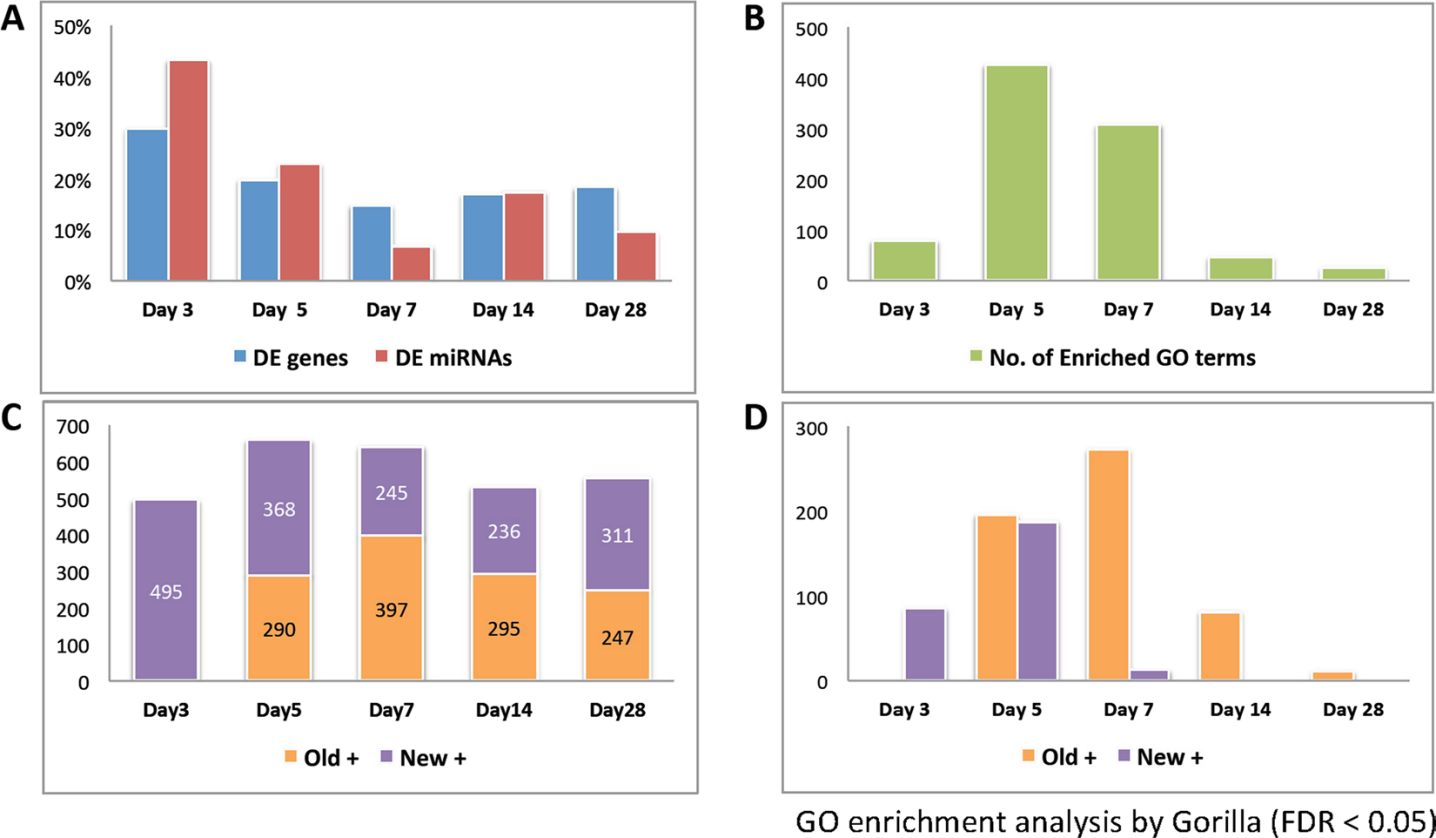
Proportions of differentially expressed (DE) genes and miRNAs and the number of enriched GO terms for DE genes at different time points. (**A**) Proportions of DE genes (blue bars) and miRNAs (red bars) that first time occurred at a time point. (**B**) Number of enriched GO terms for DE genes at a time point. (**C**) Numbers of up-regulated DE genes with first time up-regulation (New+ set; purple bars) at a time point and DE genes up-regulated at a previous time point (Old+ set; orange bars). (**D**) Numbers of enriched GO terms for DE genes from the New+ set (purple bars) and DE genes from the Old+ set (orange bars) at a time point.

Next, we inferred the enriched functions for identified DE genes. Using all identified DE genes as the queries and all expressed genes as the background (see Methods), we found 76, 30, and 15 enriched GO terms belonging to 20, 10, and 9 similar groups in the categories of biological process (BP), molecular function (MF), and cellular component (CC), respectively (Suppl. Table S1). The enriched functions for the up-regulated DE genes, including stimulus receptor on membrane, intracellular signal transduction, inflammatory response, and so on. These observations are mostly consistent with previous studies^22, 23^.

However, the numbers of enriched GO terms at different time points were not evenly distributed. We used the DE genes identified at each time point and inferred their enriched GO functions. After collecting the GO categories, we found 78, 426, 308, 46, and 25 GO terms enriched at days 3, 5, 7, 14, and 28, respectively (Fig. 2B). The numbers of enriched GO terms at days 5 and 7 were several times higher than those for the other three time points, although the numbers of DE genes between different time points did not differ significantly (Suppl. Fig. S4A and C). This result indicates that the DE genes at days 5 and 7 had more enriched functions related to pressure-overload induced cardiac hypertrophy.

We then asked whether the enriched functions were derived from the DE genes that were already up-regulated before or at that time point. We divided the up-regulated DE genes at a time point into two sets: (1) up-regulated for the first time at that time point; these genes were classified in the New+ set (purple bars in Fig. 2C) and (2) already up-regulated at a previous time point(s); these genes were classified in the Old+ set (orange bars in Fig. 2C). 

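The New+ set held 500 genes on day 3, 367 on day 5, 256 on day 7, 263 on day 14 and 356 on day 28. The Old+ set held 292, 401, 284 and 193 genes on days 5, 7, 14 and 28.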

After the functional enrichment analysis, we found that the total numbers of enriched GO terms for the DE genes in the New+ and Old+ sets were almost the same in day 5, but those for day 7 were mostly from the Old+ set (Fig. 2D). That is, most of the enriched functions at day 7 were derived from the DE genes up-regulated at either day 3 or day 5 and those first up-regulated at day 7 did not seem to have strong functional preference. Thus, the DE genes that were up-regulated at an early time point (day 3 or 5) likely play a more specific role than those upregulated at a later stage in the process of TAB-induced cardiac hypertrophy in mice.

### Three TF coexpression modules regulate the genes with enriched functions related to cardiac hypertrophy

We used all DE TF genes and their expression profiles in TAB to construct a coexpression network in which each node represents a DE TF gene and an edge between two nodes represents a positive correlation (*PCC* ≥ 0.9) between the two DE TF genes. 

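Of the 1428 TF genes among the 16113 genes, 201 were DE on at least 1 day, which makes 20100 pairs. The PCC of a pair was taken over 5 log2 values, the TAB sample of each day, so each edge rests on 5 samples.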

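The TAB values gave 586 edges (2.92% of the pairs), with 195 of the 201 DE TF genes having an edge and 6 having none. Since a PCC over 5 values can be high by chance, the order of the days was permuted within each TF gene 1000 times. The permuted values gave between 387 and 512 edges (median 439), fewer than measured each time (one-sided permutation p = 0.001, the smallest that 1000 permutations can give). The 5 sham values of the same TF genes gave 497 edges, against a median of 459 and a maximum of 551 after permutation (one-sided permutation p = 0.0440). With both the TAB and the sham values, 28 edges were present, where independent edges would share 14.5 and sham values with relabelled TF genes shared between 4 and 29 (median 14). Leaving out day 7 raised the number of edges the most, to 1306, and a PCC of at least 0.95 lowered it the most, to 235.

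**Figure D3:**
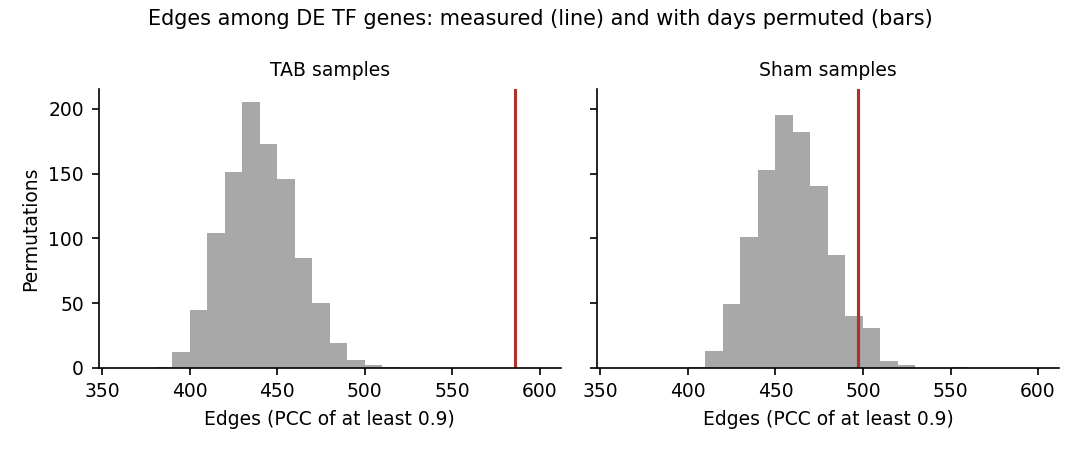
Number of permutations (vertical axis) by the number of edges at a PCC of at least 0.9 among 201 DE TF genes (horizontal axis), for the 5 TAB values and for the 5 sham values, with the measured number as a line. The measured 586 edges lie above all 1000 permutations for TAB, and the measured 497 edges lie within the permuted range for sham.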

In the network, there were 206 DE TF genes each with at least one edge and the total number of edges was 670 (Fig. 3A). 

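The bridge partition gave 3 parts with more than 10 TF genes, of 87, 81 and 15. Suppl. File S2 lists the module of 130 TF genes, 61 in Module 1, 54 in Module 2 and 15 in Module 3, which allows the parts to be matched. The paper gives these 130 as putative miRNA targets, so they are a selected part of the modules. The part of 81 held 51 TF genes listed in Module 1 and none from the other modules, and is called Module 1 here. The part of 87 held 41 TF genes listed in Module 2 and 10 listed in Module 3, and the part of 15 held 10 listed in Module 2. These parts are together called Module 2 here, with 102 TF genes, and Module 3 was not separated. The partition depended on the settings, and on linear intensity it gave parts of 92, 55, 28 and 16. A part in which TF genes listed in Module 3 outnumbered those of each other module formed in 4 settings (median scaling only, mean of each rank, mean of all probes and linear intensity).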

The network could be partitioned by a modified bridge-finding algorithm into three major modules, Modules 1, 2, and 3, which included 94, 79, and 33 TF genes, respectively (Fig. 3A; see Methods). In addition, there were 8 DE TF genes that had no connection with any TF gene in the first three modules; they were assigned to Module 4 and were ignored in the subsequent analysis.

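In the network from the recomputed DE TF genes, 18 TF genes lay outside the 3 parts, 6 of them without an edge.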

**Figure 3:**
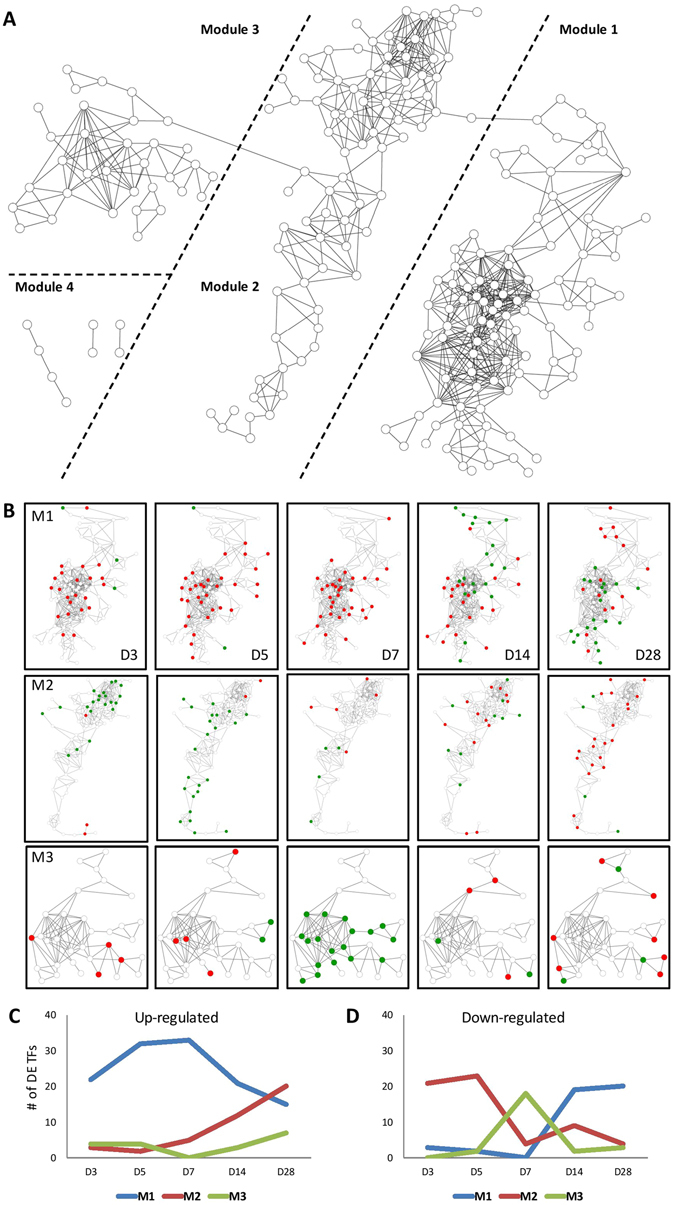
A positive gene coexpression network for differentially expressed (DE) TF genes under the TAB condition. (**A**) The four modules of TF genes in the network. (**B**) TF genes in Modules 1, 2 and 3 have different patterns of differential expression at each time point. The red and green nodes, respectively, indicate the up- and down-regulated TF genes at the time point. The line charts represent the numbers of (**C**) up-regulated and (**D**) down-regulated DE TF genes in Modules 1, 2 and 3 at different time points.

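Of the 217 DE TF genes listed in Suppl. File S1, 203 are among the 16113 genes and 192 were DE here. These have 305 listed calls, of which 284 were made in the same direction and 0 in the opposite direction. The modules were formed from the TAB values that also enter the log2 ratios, so the numbers of up- and down-regulated TF genes by module describe the modules and do not test them.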

We integrated the up and down regulation information at each time point into the modules (Fig. 3B), and found that Modules 1, 2 and 3 showed distinct gene up- and down-regulation patterns (numbers shown in Fig. 3C and D and proportions shown in Suppl. Fig. S6). In Module 1, most of the TF genes were up-regulated from days 3 to 7 and half of them were down-regulated after day 7 (Suppl. Fig. S6A). 

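In Module 1, 43 of the 81 TF genes (53.1%) were up-regulated on at least 1 of days 3, 5 and 7, and 31 (38.3%) were down-regulated on day 14 or 28. Of the 55 measured TF genes that the study lists in Module 1, 28 (50.9%) were up-regulated on at least 1 of days 3 to 7 and 22 (40.0%) were down-regulated on day 14 or 28.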

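Among the 102 TF genes of Module 2, 41 (40.2%) were down-regulated on day 3 or 5 and 36 (35.3%) were up-regulated on day 14 or 28. Among the 52 measured TF genes that the study lists in this module, the numbers were 26 (50%) and 21 (40.4%).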

In Module 2, most of the TF genes were down-regulated at days 3 and 5 (Fig. 3D), but they began to be up-regulated after day 5 (Suppl. Fig. S6B). In Module 3, over half of the TF genes were down-regulated at day 7 (Suppl. Fig. S6C), while a few of the TF genes were up-regulated at other time points (Fig. 3C). That is, the number of up-regulated TF genes in Module 1 increased from day 3 to day 7 and then decreased, while those in Module 2 increased from day 14 to day 28 (Fig. 3C). 

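Of the 15 TF genes that the study lists in Module 3, 6 (40.0%) were down-regulated on day 7, and of the 16 in the part matched to Module 3 on linear intensity, 6 (37.5%) were. The 15 listed are a selected part of the paper's Module 3 and do not decide the share of the whole. Up-regulated TF genes numbered 1, 2, 0, 1 and 2 on days 3, 5, 7, 14 and 28 in the study's list and 1, 2, 0, 4 and 3 in the part on linear intensity.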

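The up-regulated TF genes of Module 1 numbered 21 on day 3, 27 on day 5, 29 on day 7, 20 on day 14 and 14 on day 28. Those of Module 2 numbered 6, 5, 4, 16 and 24 on the same days. Over all genes, a difference of the TAB effect between days 3 to 7 and days 14 to 28 was tested in limma with the days of a stage as replicates. It called 0 of 16113 genes at an adjusted p under 0.05 (lowest adjusted p = 0.191 from limma), and 1766 genes had an unadjusted p under 0.05. On simulated data with log2 changes of 2 or 3 in 200 genes, the same test recovered 39.5% of them with 5 false calls. The simulated change was equal on days 3, 5 and 7, and its noise was that of the sham samples. Variation of the TAB effect between the days of a stage was not simulated, so the share recovered in the measured data is not known.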

For down-regulated TF genes, in contrast, the number in Module 1 increased from day 7 to day 14, while that in Module 2 decreased from day 3 to day 7 and that in Module 3 increased at day 7 and then decreased (Fig. 3D).

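The down-regulated TF genes of Module 1 numbered 2, 1, 0, 18 and 18 on days 3, 5, 7, 14 and 28, and those of Module 2 numbered 20, 22, 17, 9 and 8. The part of 87 TF genes in Module 2 had 20, 14, 16, 8 and 6, and the part of 15 had 8 on day 5. For the study's list of Module 3, the numbers were 0, 1, 6, 1 and 0, and for its list of Module 2 they were 14, 12, 2, 6 and 2.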

Next, the enriched functions for the TF genes and their coexpressed DE genes in each module were predicted. We first defined a DE gene as coexpressed with a TF gene if its intensity profile was positively correlated with that of the TF gene (*PCC* ≥ 0.9). After identifying the coexpressed genes, we conducted a functional enrichment analysis with GO-Slims, a cut-down version of the GO ontologies, for the three modules at each time point. We found 8, 28, 14, 11, and 14 GO-Slim terms enriched for days 3, 5, 7, 14, and 28, respectively, so the maximum number of enriched functions occurred at day 5 (Suppl. Fig. S7). The coexpressed DE genes in Module 1 had more enriched GO-Slim terms than those in the other two modules. Moreover, most of the GO-Slim terms for day 5 covered more than 75% of the total enriched functions for all time points. This result indicates that the DE genes coexpressed with the TF genes in Module 1, particularly those at day 5, may play a broader role than those in other modules during the hypertrophic process.

We also checked the enriched functions of TFs themselves for each module at each time point. To identify enriched functions of a TF in the network, we applied the GO-Slim enrichment analysis using all expressed genes as the background but excluding those genes related to fundamental transcriptional molecular-level functions (see Methods). For the TF genes in Module 1, the enriched functions, particularly for those up-regulated at day 3, included skeletal system, nervous system, and muscle organ development, segment specification, pattern specification process, and cell cycle (Fig. 4). However, only skeletal system, muscle organ, system development, and cell cycle can be found at the later time points in the same module and the enriched functions of digestive tract mesoderm development were found at day 14 only. In contrast, we could not find any enriched functions for the down-regulated TF genes in Module 1 from day 3 to day 7. In addition, almost all enriched functions found for up-regulated TF genes in Module 1 from day 3 to day 14 were also enriched for down-regulated TF genes at day 28 (Fig. 4), indicating that these enriched functions were up-regulated mostly at day 3 or at days 5, 7, and 14 but were all down-regulated at day 28. The transition in enriched functions from day 14 to day 28 could be explained by switching from up- to down-regulated TF genes in Module 1 (Fig. 3).

**Figure 4:**
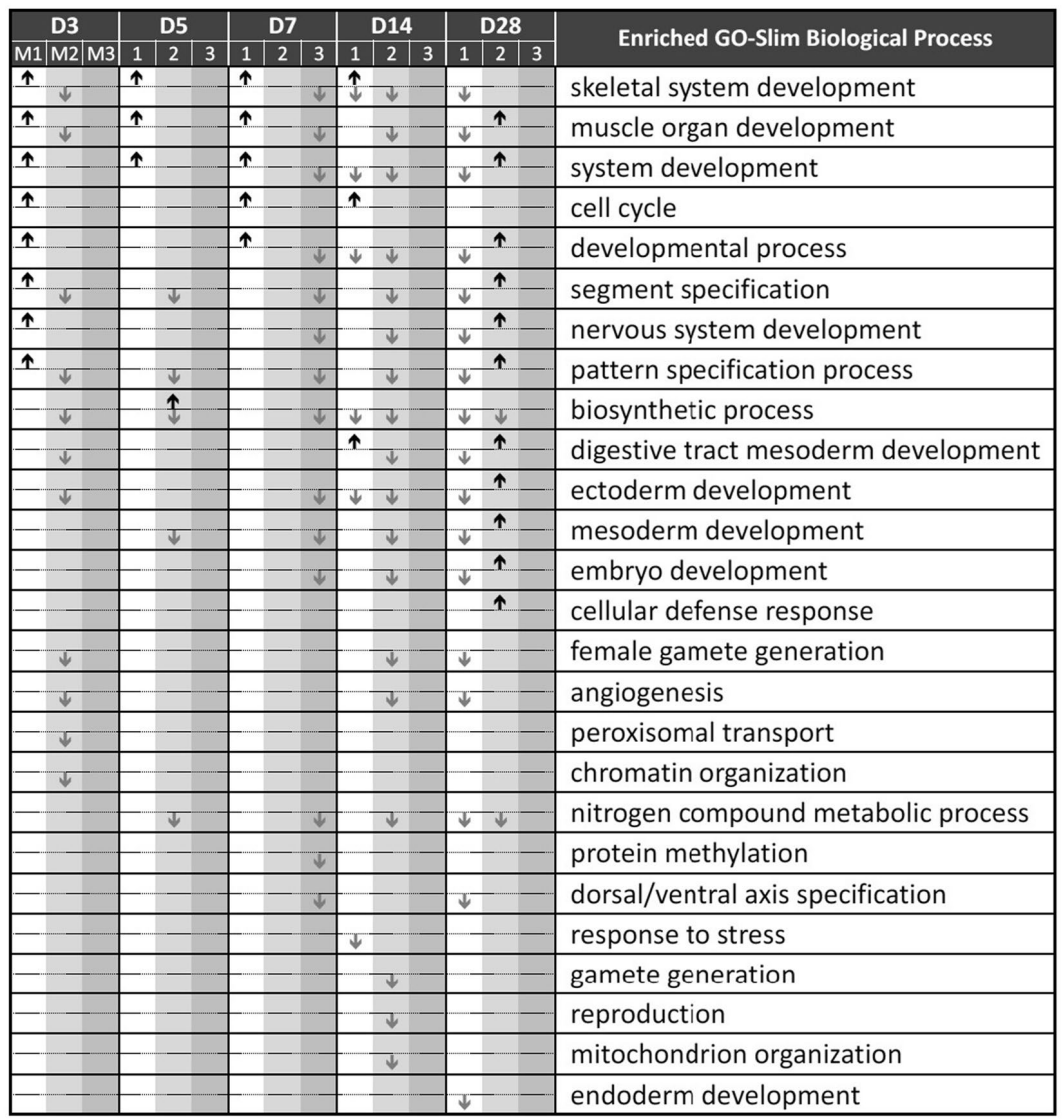
The enriched GO-Slim terms of TFs in the three modules at each time point. The major columns on left represent the five time points from day 3 to day 28 and the three sub-columns within each major column represent Modules 1, 2, and 3. The rows give the GO-Slim descriptions. The up and down arrows represent the GO-Slim in the row enriched (FDR < 0.05) for up- and down-regulated DE TF genes of the modules at the time point.

For the up-regulated TF genes in Module 2, only the function of biosynthesis process was enriched at day 5 but many important functions were enriched at day 28, including ectoderm, nervous system, muscle organ, embryo, and mesoderm development (Fig. 4). For the down-regulated TF genes in Module 2, most enriched functions were found at days 3 and 14 (Fig. 4). In contrast to Module 1, most of the up-regulated TF genes in Module 2 did not have enriched functions until day 28. At day 28, many enriched functions for down-regulated TF genes in Module 1 were also found for up-regulated TFs in Module 2, indicating that TF genes in Module 2 were recruited to regulate these functions in the later stage of pressure overload.

For TF genes in Module 3, we found no enriched function for the up-regulated TF genes at any time point, while many functions for down-regulated TF genes were found at day 7 (Fig. 4).

The above results reveal that the coexpressed TF genes in Modules 1 and 2 successively regulate the important functions associated with the cardiac hypertrophy. The TF genes in Module 1 probably responded to the pressure overload stimulus at the early stage (day 3) and continuously regulated some developmental functions until day 14. Then, the TF genes in Module 2 took over most of the functions and had four extra enriched functions at day 28. Finally, the TF genes in Module 3 had a few enriched functions from days 7 to 28.

### MiRNAs may suppress the expression of TF genes at different stages

We defined that a DE miRNA putatively suppresses the expression of a TF gene at a time point if the following three conditions are satisfied: (1) at least one binding site of the DE miRNA is found in the 3′UTR of the TF gene, (2) the miRNA is up-regulated at the time point, and (3) the TF gene is not up-regulated at that time point. According to this definition, we found that 69 miRNAs might down-regulate the expression of 130 TF genes at any of the five time points (Suppl. File S2). The numbers of the suppressing miRNAs and corresponding TF targets are 28, 37, 31, 22, and 44, and 93, 79, 87, 68, and 92 at days 3, 5, 7, 14, and 28, respectively (Suppl. Fig. S8). Because a miRNA can suppress multiple TF genes and a TF gene can be targeted by multiple miRNAs, the relationships of suppression from miRNAs to TF genes can be many-to-many.

We found that the up-down trend for the numbers of suppressing DE miRNAs was opposite to that for the number of suppressed TF gene targets at Day3 and day 5, but the same after day 7 (Suppl. Fig. S8). Based on this observation, we combined the analysis from the TF gene coexpression network of TF genes and miRNAs and hypothesized that the functions related to cardiac hypertrophy were induced by the up-regulated TF genes in Module 1 at days 3 and 5 but suppressed by some miRNAs after day 7. *Runt related transcription factor 1* (*Runx1*), for example, in Module 1 is a key regulator of heart post-myocardial infarction^24^ and was up-regulated from day 3 to day 14 and likely suppressed by some known cardiac miRNAs, such as miR-126–5p, miR-195, miR-208b, and miR-21 at day 28 (Suppl. File S2). 

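Runx1 had a log2 ratio of 1.93 on day 3 and of 0.53 on day 28, where its probe was found on both arrays. On days 5, 7 and 14 it was not well above background in sham and was at least 8.20-fold, 7.57-fold and 3.55-fold higher in TAB. The calls were up-regulated on days 3, 5, 7 and 14. Of 10 alternatives, 3, 8, 8 and 4 made the call of these days, with those that leave the gene out counted as not made. Over the 5 days, the log2 change was 2.11 (SE 0.40, adjusted p = 0.0261 from limma, higher in 5 of 5 days). This change includes the sham values of days 5, 7 and 14, which were not well above background.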

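The log2 ratios of Ccne1 were beyond the threshold in the direction of up-regulation on days 3, 7 and 14. Its probe was not well above background on either array of these days, so no fold is given for them. It was found on 1 array only, that of the TAB sample of day 5, where it was at least 3.03-fold higher than in sham and not called. Ccne1 was higher in TAB on 5 of 5 days (adjusted p = 0.0292 from limma), and no fold over the days is given, since 9 of the 10 arrays did not find its probe.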

As another example, *Cyclin E1* (*Ccne1*), a regulator related to defective cardiovascular development^25^, also in Module 1, was up-regulated at days 3, 7, and 14 and likely suppressed by miR-26b and miR-107 at day 28. Moreover, *Toll-like receptor 2* (*Tlr2*), a regulator involved in the signaling pathway of cardiomyocyte dysfunction and inflammatory responses^26^, also in Module 1, was up-regulated at day 7 and then likely suppressed by miR-208b at days 14 and 28.

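Tlr2 was called up-regulated on day 7 only. It was found on all 5 TAB arrays but among the sham arrays only on that of day 14, where the log2 ratio was 0.60. It was at least 2.98-fold, 3.42-fold and 3.87-fold higher in TAB on days 3, 5 and 7 and at least 1.96-fold higher on day 28 (adjusted p over the days = 0.0213 from limma).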

### Gene Regulatory Network for Pressure Overload Cardiac Hypertrophy

Integrating our data with the target pair information from several interactome databases (see Methods), we constructed the regulatory relationships of DE genes by DE TF genes and DE miRNAs for pressure overload cardiac hypertrophy. The three relationships considered in this network were: (1) the regulatory pair of TF gene and target gene, (2) the regulatory pair of miRNA and target gene, and (3) the coexpressed pair of TF gene and miRNA (see Methods). In the last relationship, we did not consider the regulatory pair of TF gene and miRNA because only a few of the regulatory relationships have been identified so far. We identified 207 TF genes, 148 miRNAs, and 1,080 non-TF genes with the regulatory or coexpressed relationships in TAB. For the target DE genes, we analyzed their enriched functions and found 220 more enriched GO terms in addition to those for all DE genes (Suppl. File S3). Moreover, we also found that the proportion of cardiovascular-associated (CV) genes among the target genes (25%) was significantly higher than those among total DE genes (20%) and among all expressed genes (20%) (*p* < 0.01). These results suggest that the identified target DE genes in TAB and the associated regulators (TFs and miRNAs) likely play an important role for the induction of cardiac hypertrophy by pressure overload.

In addition, we integrated these relationships together and constructed a regulatory/coexpressed network. In the network, each node represents a gene, a TF gene, or a miRNA (Fig. 5A) and each edge represents one type of the three relationships between two nodes (Fig. 5B). For each pair of TF gene and target gene, the edge represents the positive or negative regulation from the TF gene to the target gene. For each pair of miRNA and gene, the edge represents the negative regulation from the miRNA to the target gene. For each pair of TF gene and miRNA, the edges from miRNA to TF gene and from TF gene to miRNA represent the negative regulation and positive coexpression, respectively. *Egr2*, an example shown in Fig. 5C, was one of the key regulators in TAB and had 30 target genes, including two TF genes, and was coexpressed with one miRNA. In addition, ~75% of the target genes were positively coexpressed with *Egr2*, indicating that *Egr2* is a positive regulator for most target genes.

**Figure 5:**
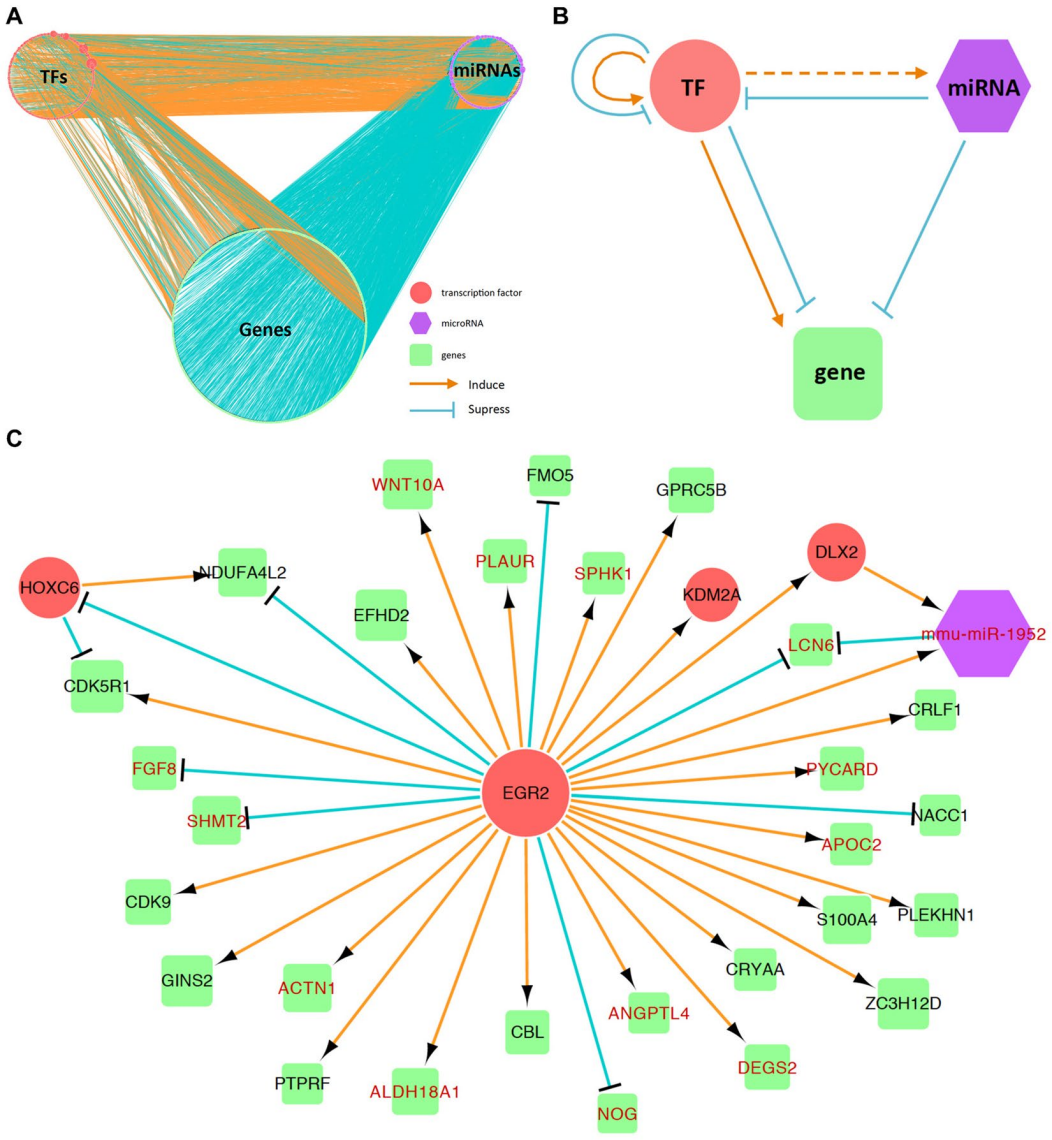
The gene regulatory network in TAB. (**A**) Network for all TF genes (red nodes), non-TF genes (green nodes), and miRNAs (purple nodes) and the edges of positive (orange) and negative (blue) regulations in TAB. (**B**) A schematic gene regulatory network for a TF gene, a miRNA, and a non-TF gene. (**C**) A sub-network centered at the TF *Egr2* gene to its direct targets, where genes with red name represent the cardiovascular-associated (CV) genes.

To identify important regulators at each time point, we calculated the numbers of inward and outward edges and their sum for each regulator node. Then, the regulator nodes that first emerged at that time point were selected and sorted by the numbers of connecting edges. Table 1A and B show the connection and merged information for top 5 selected TF genes and top 3 selected miRNAs, respectively, at each time point. For example, *Runx1*, *Interleukin 6* (*Il6*), *Early growth factor 2* (*Egr2*), *Sex determining region y-box 9* (*Sox9*), and *T-cell leukemia homeobox 1* (*Tlx1*) were the top 5 TF genes that first emerged at day 3 and their total numbers of edges are 64, 41, 34, 24, and 21, respectively (Table 1A). Three of them, *Runx1*, *Il6*, and *Sox9*, have been reported as CV genes in previous studies^24, 27, 28^. In addition, at the same time point three first emerged miRNAs with the three largest numbers of connecting edges were miR-26b, miR-23b, and miR-98 (Table 1B), which all have been reported as relevant miRNAs in cardiac hypertrophy^29–31^.

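On day 3, Runx1 passed the threshold with both arrays found, at a log2 ratio of 1.93 against 1.78. Its call of day 3 was made under 3 of 10 alternatives, with those that leave a gene out counted as not made. The calls of this day were made under 8 for Egr2, 7 for Il6, 6 for Sox9 and 5 for Tlx1. Il6, Egr2 and Sox9 were not well above background in sham on this day and were at least 8.27-fold, 7.43-fold and 4.66-fold higher in TAB. Tlx1 was not well above background in TAB and was at least 3.65-fold lower. Il6 was at least 18.9-fold higher on day 5 and at least 5.44-fold higher on day 7, and was found on neither array of days 14 and 28. Sox9 was called up-regulated on all 5 days, with bounds of at least 14.4-fold, 8.10-fold, 4.80-fold and 4.05-fold on days 5, 7, 14 and 28. Over the days, the adjusted p from limma was 0.0210 for Il6, 0.0121 for Sox9, 0.0362 for Tlx1 and 0.0621 for Egr2.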

**Table 1:** List of hubs in TAB-preferential regulatory network for each time point.

CV gene	TF Name	Number of edges	Outward (+, −)	Inward (+, −)	D3	D5	D7	D14	D28
**1**	*Runx1*	64	53 (43, 10)	11 (5, 6)	**1**	**1**	**1**	**1**	
**1**	*Il6*	41	37 (29, 8)	4 (3, 1)	**1**	**1**	**1**		**1**
	*Egr2*	34	32 (24, 8)	2 (2, 0)	**1**	**1**	**1**		**1**
**1**	*Sox9*	24	24 (19, 5)	0 (0, 0)	**1**	**1**	**1**	**1**	**1**
	*Tlx1*	21	21 (7, 14)	0 (0, 0)	**−1**		**−1**		
	*Pou2f2*	82	80 (64, 16)	2 (1, 1)		**1**	**1**	**1**	
	*Batf*	37	34 (30, 4)	3 (1, 2)		**1**	**1**	**1**	
	*Mxi1*	19	18 (7, 11)	1 (0, 1)		**−1**			
	*Sox10*	15	15 (13, 2)	0 (0, 0)		**1**			
	*Tgif1*	20	14 (13, 1)	6 (2, 4)		**1**	**1**		
**1**	*Vdr*	55	52 (43, 9)	3 (2, 1)			**1**		
**1**	*Irf7*	36	34 (33, 1)	2 (2, 0)			**1**		
**1**	*Pou2af1*	17	17 (11, 6)	0 (0, 0)			**1**		
**1**	*Rest*	17	17 (8, 9)	0 (0, 0)			**−1**		
**1**	*Nfe2*	14	13 (9, 4)	1 (0, 1)			**1**		
	*E2f1*	153	152 (127, 25)	1 (0, 1)				**1**	
**1**	*Egr1*	128	124 (99, 25)	4 (3, 1)				**−1**	
**1**	*Fos*	92	92 (80, 12)	0 (0, 0)				**−1**	
	*Rfx4*	19	18 (15, 3)	1 (1, 0)				**−1**	**−1**
**1**	*Rel*	19	17 (17, 0)	2 (0, 2)				**−1**	**−1**
**1**	*Gata1*	35	34 (30, 4)	1 (0, 1)					**−1**
	*Gli1*	39	34 (16, 18)	5 (0, 5)					**−1**
	*Zfp354c*	13	12 (8, 4)	1 (0, 1)					**−1**
**1**	*Egr3*	9	9 (8, 1)	0 (0, 0)					**1**
	*Prdm1*	9	6 (5, 1)	3 (1, 2)					**1**
	**miRNA ID**	**Number of edges**	**Outward**	**Inward**	**D3**	**D5**	**D7**	**D14**	**D28**
	mmu-miR-26b	78	70	8	**1**	**1**			**1**
	mmu-miR-23b	60	54	6	**1**	**1**	**1**	**1**	**1**
	mmu-miR-98	54	44	10	**1**	**1**	**1**	**1**	**1**
	mmu-let-7b/g/e	46	37	9		**1**			**1**
	mmu-miR-146a/b	22	18	4		**1**			**1**
	mmu-miR-130a	23	14	9		**1**			**1**
	mmu-miR-3963	14	10	4			**1**		
	mmu-miR-125a-5p	14	6	8			**1**		**1**
	mmu-miR-1224	9	7	2			**−1**		
	mmu-miR-208b	47	39	8				**1**	**1**
	mmu-miR-126-5p	42	31	11				**1**	**1**
	mmu-miR-130b	27	21	6				**1**	
	mmu-miR-497	58	48	10					**1**
	mmu-miR-499	45	36	9					**1**
	mmu-miR-152	34	29	5					**1**

(A) Top 5 TF genes (upper table) and (B) Top 3 miRNAs (lower table) with highest total degrees that first emerged at each time point. The values 1 and −1 in the five right most columns represent up- and down-regulated differential expression, respectively, from day 3 to day 28.

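All 25 TF genes of Table 1A are among the 16113 genes. The table gives 46 calls for them, of which 44 were made in the same direction and 2 in the opposite direction, Gli1 and Zfp354c on day 28. Gli1 was at least 2.85-fold and Zfp354c at least 5.97-fold higher in TAB on this day, and neither was well above background in sham. The calls of Il6 and Tgif1 as up-regulated on day 14 were made here and are not in the table. Tgif1 had a log2 ratio of 1.5 on that day, just above the threshold of 1.48. The probes of Rest, Rfx4, Gata1, Nfe2 and Pou2af1 were found on none of the 10 arrays. Leaving out the lowest tertile of genes by mean intensity left 5 of the 46 calls covered, and all 5 were made. Leaving out probes not found on any 1 of the arrays, which was chosen after seeing the data, left 6 covered and 5 made. With all 46 covered, adding 50 to the normalized intensity moved the tally most, to 16.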

## Discussion

In this study, we analyzed the murine heart transcriptome data obtained at days 3, 5, 7, 14, and 28 under two conditions: with and without pressure overload. The expression levels were calculated for all expressed genes and miRNAs under the two conditions at the five time points and differentially expressed genes and miRNAs were identified. In addition, the expression profiles of the DE TF genes in TAB were used to infer their coexpression modules and predict potential functions. According to the targeting and coexpression information, the potential targets of the miRNAs and TF gene targets were identified and, finally, a TF gene-miRNA-gene regulation and coexpression network was constructed. Based on these results, we made the following observations that may answer questions related to the gene regulation in cardiac hypertrophy.

First, the *PCC*s for filtered non-TF genes, TF genes, and miRNAs between TAB and sham decreased from day 3, reached the lowest at day 5, and then returned to the same level at days 7 and 14 (Fig. 1). The global expression change was likely caused by many genes and miRNAs simultaneously in response to the pressure overload stimuli in the early stage, consistent with the previous study of pressure overload induced cardiac hypertrophy in mice^16^. Second, for miRNAs a globally significant transition occurred at day 28 (Fig. 1), indicating that miRNAs may play a regulatory role in cardiac hypertrophy at day 28. Third, the number of changes between suppressing DE miRNAs and that of suppressed DE TF gene targets showed the same trend only after day 7. We speculated that many DE TF genes were regulated by DE miRNAs in the later stages (Suppl. Fig. S8). Fourth, many CV TF genes in Module 1 were up-regulated at the early stages but down-regulated by miRNAs later (Suppl. File S2). Fifth, many functions related to cardiac hypertrophy were enriched in up-regulated DE TF genes in the early stages but enriched in down-regulated DE TF genes in the later stages (Fig. 4). From the last three observations, we may speculate that these functions were probably suppressed by DE miRNAs. Therefore, we hypothesize that TFs regulate genes and miRNAs in responding to the pressure overload stimuli in the early stages, and then miRNAs may regulate TF genes in a feedback way for maintaining the tissue homeostasis in the hypertrophic process.

In term of enriched GO functions for the DE genes, we found that the GO groups were mostly consistent with the general diagram of events found in the process of cardiomyocyte hypertrophy^22^, including hypertrophic stimulus response, intracellular signaling, and change in gene expression. In addition, many enriched GO groups were also associated with the event of hypertrophic stimulus response^22^, such as detection of stimulus (GO:0051606), response to stimulus (GO:0050896), sensory perception of chemical stimulus (GO:0007606), positive regulation of response to external stimulus (GO:0032103) in BP category, receptor activity (GO:0004872), ion channel activity (GO:0005216) in MF category and membrane part (GO:0044425), extracellular matrix (GO:0031012) in CC category. For the event of intracellular signaling, the GO similar groups such as G-protein-coupled receptor signaling pathway (GO:0007186) in the BP category, cytokine activity (GO:0005125), and molecular transducer activity (GO:0060089) in the MF category were overrepresented. Moreover, other GO groups regarding the gene regulation were enriched in our analysis, such as negative regulation of peptidase activity (GO:0010466), positive regulation of behavior (GO:0048520), cell proliferation (GO:0008284), immune system process (GO:0002684), and multicellular organismal process (GO:0051240) in BP category (Suppl. Table 1).

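For Nppa, the log2 ratios were 2.08, 1.87, 2.30, 1.12 and 1.65 on days 3, 5, 7, 14 and 28, and it was called on days 3, 7 and 28. Acta1 had 1.89, 1.79, 1.62, 1.61 and 1.90 and was called on days 3, 14 and 28. Over the days, the log2 change was 1.81 for Nppa (SE 0.19, adjusted p = 0.0120 from limma) and 1.76 for Acta1 (SE 0.10, adjusted p = 0.00430 from limma), and both were higher in TAB on 5 of 5 days. The log2 change of Myh7, whose probe also carries the symbol LOC100862557, was 2.42 (SE 0.28, adjusted p = 0.0129 from limma). Fos had log2 ratios of 0.77, 1.46, 0.66, −3.70 and −0.91 and was called on day 14 only. Over the 5 days, no change of Fos was called (adjusted p = 0.781 from limma).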

In term of specific genes as hypertrophic markers^32, 33^, some immediate-early genes, such as *Fos* and *Egr1*, and fetal genes, such as *Atrial natriuretic factor* (*Nppa*), *Beta-myosin heavy chain* (*Myh7*), and *Skeletal alpha actin* (*Acta1*) were also differentially expressed. However, many of these genes were not up-regulated or down-regulated at all time points. For example, *Myh7* was up-regulated at all time points except day 14, whereas *Egr1*, a TF, was down-regulated only at day 14. Thus, our data suggest that cardiac samples should be taken at several different time points over the time course in order, to have a reliable view of the gene expression profile over the time course.

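Myh7 had log2 ratios of 3.32, 2.61, 2.15 and 2.70 on days 3, 5, 7 and 28, beyond the threshold on each. On day 14 its log2 ratio was 1.34 against a threshold of 1.48. For Myh7, as for Nppa, the sham sample of day 14 was the highest sham sample, so the ratio of this day is taken against the highest sham value. Egr1 was below the threshold on every day but day 14, where its log2 ratio was −3.10. In the sham sample of day 14, Egr1 lay 2.22 (log2) above the highest of the other sham samples, whereas the TAB sample of this day lay 0.32 above the lowest of the other TAB samples.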

The dynamic change of individual gene revealed in this study suggests critical time point of each gene playing its role to affect the progression of cardiac hypertrophy (Suppl. File. S1). For example, *Fkbp1b* modulates the calcium release from sarcoplasmic reticulum in cardiomyocyte and disruption of *Fkbp1b* results in cardiac hypertrophy in male mice^34^. In our results, during the developing stage, *Fkbp1b* was downregulated only before the hypertrophic growth of myocardium (day 3) and this suggests that downregulation of *Fkbp1b* at day 3 may be important to trigger the hypertrophic growth of heart. In contrast, expression pattern of *Egr1* was upregulated and reached maximal level in the early stage (day 5) and downregulated at day 14. 

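Fkbp1b was called down-regulated on day 3 only. Its probe was not well above background in TAB on days 3 and 5, where it was at least 4.07-fold and 2.80-fold lower than in sham, and on neither array of day 7. On day 14 it was not well above background in sham and was at least 2.69-fold higher in TAB, without a call. The log2 ratio of day 28, with both arrays found, was −0.19. Over the days, no change was called (adjusted p = 0.346 from limma).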

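Egr1 had log2 ratios of 0.09 on day 3, 1.66 on day 5, 0.28 on day 7 and 0.48 on day 28. The value of day 5 was the highest of the 5 days and did not reach the threshold of 1.93. The normalized intensity of Egr1 in TAB lay between 982 and 2514 on the 5 days, with 2055 on day 5 and 1222 on day 14. In sham it was 2242, 648, 2064, 10481 and 705. Over the days, no change was called (adjusted p = 0.918 from limma).

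**Figure D4:**
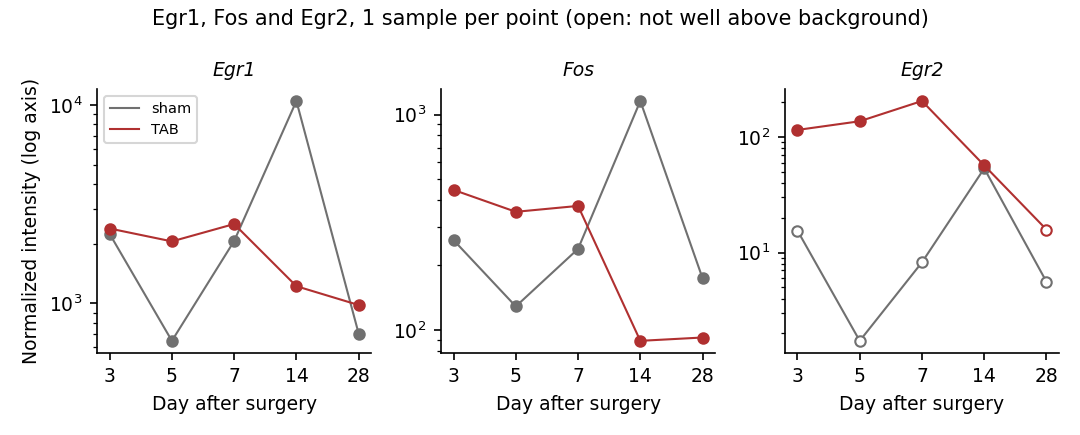
Normalized intensity (vertical axes, log scale) of Egr1, Fos and Egr2 by day after surgery (horizontal axes) in TAB (red) and sham (grey), 1 sample per point, with open points for probes not well above background. Lines join samples of 1 operation, and the sham sample of day 14 is the highest of the 5 sham samples for each gene.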

Our finding suggests that *Egr1* participates in developing stage of cardiac hypertrophy but may not be required for the compensatory stage of hypertrophy. This may be reflected by the reduced cardiac hypertrophy in the *Egr1* knockout mice^35^. In addition, we found expression of *Gli1* was upregulated only at the late stage of cardiac hypertrophy (day 28). 

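The probe of Gli1 was not well above background on any array other than that of the TAB sample of day 28. It was called up-regulated on that day, at least 2.85-fold higher than in sham. On days 3, 5, 7 and 14 no fold can be given. The call was not made after 50 was added to the normalized intensity before the log2 step or when probes below 1 were kept and set to 1.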

*Gli1* is a marker of perivascular mesenchymal stem cells and contributes to injury-induced organ fibrosis^36^. Removal of *Gli1* + cells reduces the pressure overload-induced cardiac hypertrophy and cardiac fibrosis^36^. The late induction of *Gli1* may reflect organ damage accumulated after long-term chronic pressure stress and also a hint of initiation of decompensation. Overall, our time domain-based quantification results can compensate the functional information derived from genetic modified mice studies.

Based on the targeting and coexpression relationships, we constructed a TF-miRNA-gene regulation and coexpression network and identified the hubs as potential candidates of essential regulators for cardiac hypertrophy (Table 1). Among the 25 TF candidates, 13 (~52%) of them are CV genes, which is significantly higher than the CV gene proportion in all expressed TF genes (22%), indicating that these detected TF genes are likely related to cardiac hypertrophy (Table 1A). For example, *Egr2*, not annotated as a CV gene yet, was differentially expressed at the beginning of TAB-induced cardiac hypertrophy and ~42% of its targets are CV genes, two of which, *Fibroblast growth factor 8* (*Fgf8*) and *Noggin* (*Nog*), have been reported to negatively regulate cardiac muscle tissue development^37, 38^. 

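Egr2 was not well above background in sham on days 3, 5 and 7, with bounds of at least 20.6-fold on day 5 and at least 14.4-fold on day 7. On day 14 it was found on both arrays with a log2 ratio of 0.09, and on day 28 it was found on neither. Fgf8 had log2 ratios of −1.26, −1.76, −1.50 and −1.12 on days 3, 5, 7 and 14, none of which reached the threshold. On day 28 Fgf8 was not well above background in sham and was at least 8.38-fold higher in TAB. Nog was found only in the TAB sample of day 28, where it was at least 2.12-fold higher than in sham.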

As *Egr1* and *Egr3*, two paralogous genes of *Egr2*, are both CV genes, and *Egr2* is likely a CV gene and an essential regulator for TAB-induced cardiac hypertrophy.

## Materials and Methods

### Animal model of cardiac hypertrophy and experimental design

Eight-week-old adult male mice (C57BL/6 J) weighing 20–25 g were anaesthetized (vaporized 1% isoflurane) and subjected to pressure overload by transverse aortic banding (TAB) according to the method described previously^18, 19^. Animals were kept under specific pathogen-free conditions, and all procedures performed were approved by the Institutional Animal Care and Use Committee (IACUC) of Academia Sinica, Taiwan. All experimental procedures were carried out in accordance with approved guidelines of the IACUC. The RNAs of cardiac tissues were taken from the left ventricles of Sham- and TAB-operated mice at 3, 5, 7, 14, and 28 days after surgery. Then, the expression changes of mRNAs and miRNAs were estimated by cDNA microarrays and miRNA arrays, respectively.

### Whole Genome OneArray® and miRNA OneArray®

#### Total RNA Isolation

Total RNA was extracted using the TRIzol® Reagent (Invitrogen, Carlsbad, CA) according to the manufacturer’s instructions. The concentration and purity of the RNA was measured by NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific). Purity was checked by the ratio of the OD260/OD280 and OD260/OD230. The quality of total RNA was accessed using Agilent 2100 Bioanalyzer (Aglient Technologies, Santa Clara, CA, USA).

#### Mouse OneArray®

The Mouse Whole Genome OneArray® v2 (Phalanx Biotech Group, Taiwan) contains 27,307 DNA oligonucleotide probes, and each probe is a 60-mer designed in the sense direction. Among the probes, 26,423 probes correspond to the annotated genes in RefSeq v51 and Ensembl v65 database and the other 884 probes are used for control. The detailed descriptions of the gene array list are available at http://www.phalanx.com.tw/products/MOA.php.

Fluorescent RNA targets were prepared from 1 µg total RNA samples using OneArray® Amino Allyl aRNA Amplification Kit (Phalanx Biotech Group, Taiwan) and Cy5 dye (GE Healthcare). They were then hybridized to the Mouse Whole Genome OneArray® with Phalanx hybridization buffer using Phalanx Hybridization System. After 16 hrs hybridization, non-specific binding targets were washed away. The slides were scanned using a DNA microarray Scanner (Model G2505C, Agilent Technologies). The Cy5 Fluorescent intensities of each spot were analyzed by GenePix 4.1 software (Molecular Devices).

#### Mouse & Rat miRNA OneArray®

Mouse & Rat miRNA OneArray® v3 (Phalanx Biotech Group, Taiwan) contains triplicate 1086 unique miRNA probes from Mouse (miRBase Release 17) and 676 unique miRNA probes from Rat (miRBase Release 17). In addition, it also contains 144 experimental control probes. The detailed descriptions of the gene array list are available at http://www.phalanx.com.tw/products/MRmiOA_Probe.php.

Fluorescent targets were prepared from 2.5 µg total RNA samples using miRNA ULSTM Labeling Kit (Kreatech Diagnostics. USA) and then were hybridized to the Mouse & Rat miRNA OneArray® with Phalanx hybridization buffer using OneArray® Hybridization Chamber. After 16 hrs hybridization, non-specific binding targets were washed away. The slides were scanned using a DNA Microarray Scanner (Model 4000B, Molecular Devices, Sunnyvale, CA, USA). The Cy5 fluorescent intensities of each spot were analyzed by GenePix 4.1 software (Molecular Devices).

The microarray data have been submitted to the National Center for Biotechnology Information Gene Expression Omnibus database under accession number GSE99460.

#### Quantitative Real-time RT-PCR

The first-strand cDNA was synthesized from 1 μg of total RNA using the SuperScript III Reverse-Transcriptase Kit (Invitrogen). Real-time PCR reactions were performed in triplicate in 96-well plates with use of an ABI 7500 Real-Time PCR System instrument (Applied Biosystems). cDNA was amplified by the SYBR green PCR method (Kapa Biosystems). The relative expressions of *Egr1*, *Egr2* and *cMyc* genes were quantified by the comparative cycle threshold (Ct) method (∆∆Ct), with GAPDH as an endogenous control and normalized to day 3 sham. Sequences for primers were for mouse egr1, sense, 5′-TACGAGCACCTGACCACAGAGT-3′ and antisense, 5′-GCTGGGATAACTTGTCTCCACC-3′; egr2, sense, 5′-GTTGTGCGAGGAGCAAATGA-3′ and antisense, 5′-GCGAAGCTACTCGGATACGG -3′; cmyc, sense, 5′-AGCAGCGACTCTGAAGAAGAG-3′ and antisense, 5′-GAGACGTGGCACCTCTTGAG-3′; and for GAPDH, sense, 5′-CTTCACCACCATGGAGAAGG-3′ and antisense, 5′-GGCATGGACTGTGGTCATGAG-3′.

### cDNA and miRNA microarray data processing and normalization

For each cDNA array, the intensities were firstly normalized by median scaling normalization method, then taken the average of repeated data from the same sample. The whole data for a probe were removed if the intensity values were negative or less than one in any of the five time points. The remaining probe number was 20,021. The quantile approach was applied for the between-sample normalization. For each time point and condition data set, the intensity values were first sorted from the highest to the lowest. Second, for each condition the medium values of all intensity values at the same order positions were calculated. Finally, the normalized intensity values of each data set were re-assigned by the medium values of each corresponding sorted order position. If a gene had multiple probe sets, only that with the totally maximum absolute fold changes among all time points was selected to represent the expression profile of this gene. The final gene number for the analysis was 16,152. The Scatter Plots between TAB and sham gene expression levels at different time points were shown in Suppl. Fig. S2.

For the miRNA array data, the miRNAs with flags <0 within repeated probes and all chips were filtered out first. Then, the intensity values from repeated probes within one chip were combined by median. Then the combined values were normalized by a quantile normalized method within technical replicate. The processed data were provided by Phalanx Biotech Group, Taiwan. The number of remaining miRNAs was 928. The procedure for between-sample normalization is the same as that for cDNA array data^39^.

### TF and cardiovascular-associated gene information

The mouse TFs, transcription co-factors, and chromatin remodeling factors were collected from AnimalTFDB (http://www.bioguo.org/AnimalTFDB/) including 1,457 TFs of 71 families, 107 chromatin remodeling factors, and 279 transcription co-factors. Ignoring those without gene symbols, the final list included 1,740 TFs, transcription co-factors, and chromatin remodeling factors in total. The miRNA information was downloaded from miRBase (http://www.mirbase.org/) and the version was release 17. The cardiovascular GO Annotation Initiative gene list (comprising 4,054 genes) was assembled by merging 3 existing cardiovascular-associated (CV) gene lists (http://www.ebi.ac.uk/GOA/CVI) and downloaded from (ftp://ftp.ebi.ac.uk/pub/databases/).

### Identification of differentially expressed (DE) genes and miRNAs

For each time point, the fold-change of a gene was calculated by the log2 ratio of the intensity values measured from TAB-operated hearts over that measured from sham hearts. Then, the average and standard deviation of the total fold-change ratios for each time point were calculated. A differentially expressed (DE) gene was defined that its fold change was positively higher or negatively lower than two times of the standard deviation in any of the five time points. The same procedure was also applied to the miRNA array data.

### Correlation, statistical test, and functional enrichment analysis

The correlations of two intensity expression profiles were measured by Pearson correlation coefficient. The functional analysis tool used for the DE genes and genes coexpressed with DE TF genes in the network were GOrilla (http://cbl-gorilla.cs.technion.ac.il/) and PANTHER (http://www.pantherdb.org) that can identify enriched Gene Ontology (GO) and GO-Slim terms in ranked lists of genes against the background set of all expressed genes in this study. The species *Mus musculus* was selected and the false discovery rate (FDR) threshold was set to 0.05. The functional analysis tool used for the TFs themselves in the network was PANTHER against the background set of all expressed genes with the FDR threshold of 0.05 by the Benjamini-Hochberg procedure.

### Partition for the constructed TF coexpression network

An iterated bisection clustering method was applied to divide a connected network into multiple partitions step-by-step. First, all the bridges in the network were identified by a bridge-finding algorithm^40^. A bridge is an edge that when it is removed from a connected network, the network is divided into two separate networks. Second, the balancing values for the bridges with the size (number of nodes in the network) of the larger partition were calculated. Third, the bridge with smallest balancing value was selected as the cutting edge to divide the network into two partitions. Then the largest one from all partitions was chosen and divided further by repeating the method until no partition with size greater than 10 can be obtained, which is too few to do the functional enrichment test.

### Target gene prediction for TF and miRNA

The TF-target interaction data were integrated from two different sets: one predicted by Ernst *et al*.^41^, which had 468,319 interactions, and the other by Gerstein *et al*.^42^, which had 538,949 interactions. The original data of these two sets were both predicted in human. Using the ortholog mapping, both human data sets had been transferred as the mouse data set already^41, 42^. The two transferred mouse datasets were combined together. The miRNA-target interaction data was integrated from one experimental, miRTarBase (http://mirtarbase.mbc.nctu.edu.tw/), and two predicted datasets, TargetScanMouse Release 6.2 (http://www.targetscan.org/mmu_61/) and miRanda August 2010 release (http://www.microrna.org/microrna/). In miRTarBase Release 4.5, the number of miRNA-target interaction pairs for human was 38,113, where the numbers of miRNAs and target genes were 587 and 12,194, respectively. In contrast, the interaction number for mouse was only 9,378 where the numbers of miRNAs and target genes were 217 and 4,443, respectively. Using a similar procedure, the human data were converted to the mouse data by the ortholog mapping approach. If the miRNA and targets were both conserved in mouse, the pairs were also applied to the mouse analysis. In total, 48,466 miRNA-target pairs were collected from this data set. In the miRanda data set, 246,504 mouse miRNA-gene interactions had been predicted and were directly downloaded from the microcosm website (http://www.ebi.ac.uk/enright-srv/microcosm/) with *p*-value < 0.01, including 568 miRNAs and 19,183 target genes. In the TargetScanMouse dataset, both the conserved and non-conserved target site predictions were downloaded and the conserved predictions had 774 miRNAs and 11,828 genes and the non-conserved ones had 779 miRNAs and 18,249 genes. Finally, these three datasets were combined together and only the pairs of DE miRNAs and DE target genes were selected.

### TF-miRNA-gene regulatory and coexpression network construction

The TF-miRNA-gene network was constructed by considering the following three relationships: (1) the regulatory pair of TF gene and target gene, (2) the regulatory pair of miRNA and target gene, and (3) the coexpressed pair of TF gene and miRNA. For the first relationship, if a DE gene not only was coexpressed, either positively or negatively, with a DE TF gene in TAB but also had one or more of the DE TF gene predicted binding sites in the promoter region, they were defined as a regulatory pair of TF gene and target gene. For the second relationship, a regulatory pair of miRNA and target gene was defined as a DE gene that was not only negatively coexpressed with the DE miRNA in TAB but also a predicted target of that miRNA. For the third relationship, the coexpressed relationship of TF gene and miRNA, rather than the regulatory relationship, was considered because only a few of the TF-miRNA interactions were then available. The coexpressed pair of TF gene and miRNA was defined if a DE miRNA was positively coexpressed with a TF gene only in TAB. All networks were visualized by Cytoscape (http://www.cytoscape.org/).

## Electronic supplementary material

Supplementary Information

’Supplementary Dataset File 1

’Supplementary Dataset File 2

’Supplementary Dataset File 3

How the deposited data were processed for this re-analysis (not part of the article)

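Left-ventricle mRNA of male mice after TAB or sham operation was measured on days 3, 5, 7, 14 and 28, with 1 sample per operation and day and 10 samples in all. The authors deposited raw array intensity per probe and sample, read in 1 colour with an Agilent scanner and GenePix, with a background already subtracted by a method they do not state and with no scaling between arrays. They also deposited a detection p-value per probe and array, whose computation is not stated, and a flag whose meaning is not stated and whose negative value was read as GenePix commonly uses it, for spots that the software did not find. The deposited p-value was not used for any call, and the deposited flag decided whether a probe was well above background on an array. Control probes are not among the deposited values. The 26423 probes carry 19942 distinct gene symbols, of which 17411 match a current symbol of the mouse annotation GRCm38.p6, 1924 match an older symbol only and 607 match none; 224 symbols name 2 or more genes. The symbols were kept as the authors gave them, and the 3633 probes without a symbol were left out of the gene counts.

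Each array was scaled to a common median, probes with a scaled intensity below 1 in any sample were removed, and the 10 samples were quantile normalized to the median of each rank. Tied intensities received the mean over the tie. The paper's methods can also be read as a normalization within each operation, which was tried as an alternative. Values were then put on the log2 scale, and each gene was represented by the probe with the largest sum of absolute log2 ratios over the days. A gene was called DE on a day when its log2 ratio was more than 2 SDs of that day from 0. PCCs between sham and TAB were taken on linear intensity after removal of genes in the top or bottom 1% of any sample and of genes whose absolute log2 ratio stayed within 1 SD on all days. The same quantities between the 10 pairs of sham samples of different days served as the spread without banding. This spread includes time after the sham operation and array noise.

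The coexpression network joined DE TF genes with a PCC of at least 0.9 over the 5 log2 TAB values, compared with 1000 permutations of the days within each TF gene. It was partitioned at bridges, largest part first, with no part of 10 or fewer TF genes split off. TF genes were taken from the study's supplementary gene table, of which the first 1998 genes were at hand; the 1453 TF genes among them come first. The study's module is listed for 130 TF genes, those that it gives as putative miRNA targets.

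The average TAB effect over the days and its difference between days 3 to 7 and days 14 to 28 were tested with limma (lmFit and eBayes, trend and robust off) on log2 intensity, with day as a block and Benjamini-Hochberg adjustment at 0.05. The samples were paired by the day after surgery, which the paper's ratios also use. The deviations of the TAB and sham samples of a day from their group means correlated across genes with r = 0.113 on day 3, −0.0165 on day 5, 0.00650 on day 7, 0.00292 on day 14 and 0.0140 on day 28, and the fit without the block was an alternative. On simulated data for 16113 genes with log2 changes of 2 or 3 in 200 of them, the TAB effect was recovered for 90.5% with 9 false calls, and the difference between early and late days for 39.5% with 5 false calls. The simulated changes did not vary between the changed days, and the noise was that of the sham samples. The shares recovered in the measured data are therefore not known.

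Probes not found on an array were treated as not well above background there, and a fold against such a group was given as a bound. The bounds do not allow for noise near background. Intensities of at least 65000 were treated as saturated, which concerned Myl2. The genes named are those the paper names for the mRNA data, those of 6 gene lists (extracellular matrix, leukocyte, cell cycle, cardiomyocyte, immediate-early and clock genes), and the 10 genes with the largest absolute mean log2 ratio among those called in the same direction on all 5 days, not all of which are printed. The median log2 ratio of each list was given as a percentile among 10000 random lists of the same size matched on mean intensity.

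The comparisons, the naming rule, the gene lists and the main settings were chosen before the data were examined. So were most alternatives: median scaling only, quantile normalization within each operation or to the mean of each rank, 50 added to the normalized intensity, the lowest tertile of genes by mean intensity left out, probes below 1 set to 1, the mean of all probes or the brightest probe of a gene, other thresholds, scales, correlations and gene filters, a fit without the day block or with trend and robust on, and each day left out. Ranking of tied intensities in their given order, leaving out probes not found on any 1 of the 10 arrays, and, for the gene lists, leaving a day out and setting genes not found on a side at their bound were chosen after seeing the data. Tools were Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, networkx 3.6.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. The miRNA arrays, quantitative RT-PCR, heart weights, GO enrichment and regulatory target pairs were not analysed here.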

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

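Both tests in this part, of noise near background and of chance in which arrays a probe is found on, were chosen after the results were seen.

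In 42 groups of 5 samples (8 array measures by operation, and 34 genes that the paper names in the sham samples), the gap between the most distant sample and its nearest neighbour was compared with the range of the group. In 6 groups (14.3%) this ratio was above Dixon's critical value of 0.71, where chance gives 2.1 groups. All 6 are sham samples of single genes on the log2 scale. The lowest sham sample stood apart on day 28 for Fgf8 (0.925) and Egr3 (0.782), on day 14 for E2f1 (0.834), on day 7 for Pou2af1 (0.788) and on day 5 for Tlx1 (0.779), and the highest on day 5 for Il6 (0.822). The calls of Fgf8 and Egr3 on day 28, E2f1 on day 14 and Pou2af1 on day 7 as up-regulated are measured against these sham samples. The probe was not found on every sham array for 6 of these 6 genes and for 20 of the other 28 genes that the paper names, the largest difference that these counts allow (one-sided Fisher's exact test, p = 0.171). The test could not have come under 0.05 and decides nothing. Noise of spots near background and a difference of the sham heart on that day cannot be told apart here, since each sham day has 1 sample. No biological explanation was tested for these genes.

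The removal of probes below 1 in any sample took out 3 probes that were found on all 5 TAB arrays and on no sham array. They belong to Cthrc1, Col16a1 and Ptgs2, which were chosen after their values were seen, and none of these genes is among the 16113 genes of the other results. Cthrc1 was at least 189-fold higher in TAB than in sham, Col16a1 at least 9.58-fold and Ptgs2 at least 9.17-fold. A higher floor than the dimmest found spots could lower these bounds. The scaled intensity of Cthrc1 lay between 176 and 3844 in TAB. No removed probe showed the opposite pattern (0), and among the kept probes 38 were found on all TAB arrays and no sham array and 7 the other way round. Of the 126 splits of the 10 arrays into 5 and 5, only the split into TAB and sham (1 of 126) parted as many as 3 removed probes, and the others parted at most 1, so chance in which arrays a removed probe is found on can be excluded. The filter by its construction removes a probe that is below 1 in a single sample, which includes probes that are dim in sham only. A higher level of these transcripts after TAB stays open as a hypothesis. Cross-hybridization of a probe was not tested. A further 4 removed probes were below 1 on 1 array and at 100 or more on the other 9.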

How the results depend on the processing

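The alternatives were set before the data were examined, apart from 4 chosen after seeing the data: tied intensities ranked in their given order, probes not found on any 1 of the 10 arrays left out, and, for the gene lists, leaving a day out and setting genes not found on a side at their bound. The slide could not be used as a block, since the values show no slides, and normexp needs a local background that is not given, so that 50 was added to the normalized intensity instead. Module 3 was not separated and has no value under the main settings; a part led by its listed TF genes formed with median scaling only, the mean of each rank, the mean of all probes and linear intensity. Of 416 values of summary results under an alternative, 146 moved beyond their spread or by more than 1.5 times and 270 did not. Where a value below moved, the cause was not tested unless stated.

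The lowest PCC was on day 5 and the highest on day 28 in all 32 combinations of 16 settings with non-TF and TF genes. For 44 genes named in the paper, the average TAB effect over the days kept its direction and its side of the limma threshold in 607 of 685 values, lost it in 59 and gained it in 19, with 0 reversed. Their log2 ratios of single days moved in 148 of 1885 values and reversed in 3. Of 115 DE calls of named genes, 115 were made again with quantile normalization within each operation, 114 to the mean of each rank, 112 with median scaling only, 111 with the mean of all probes, 112 with the brightest probe, 83 with probes below 1 set to 1 and 74 with 50 added. With the lowest tertile left out, 37 of 37 calls still covered were made. Of the 46 calls of Table 1A, 44 were made in the main analysis, 41 with median scaling only, 26 with probes below 1 set to 1, and 16 with 50 added. With the lowest tertile left out, 5 of the 5 calls still covered were made, and with probes not found on any 1 of the arrays left out (chosen after seeing the data) 5 of 6.

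With median scaling only, the PCC of non-TF genes was 0.782 on day 3 and 0.698 on day 5, and the cardiomyocyte list on day 3 reversed to a median log2 ratio of 0.061, from −0.12. With quantile normalization within each operation, the PCC of non-TF genes on day 5 was 0.697. Quantile normalization to the mean of each rank and the ranking of ties in their given order (chosen after seeing the data) moved no PCC, count of calls, number of edges or list median beyond its spread or 1.5 times, but both changed the parts of the network. The mean of each rank gave a part of rank 3 with 23 TF genes in place of 15, and 30 TF genes outside the parts in place of 18. The ranking of ties gave 2 parts in place of 3.

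Adding 50 compresses the ratios of dim genes by construction. The PCCs rose to 0.850, 0.789, 0.858, 0.906 and 0.945 for non-TF genes on days 3, 5, 7, 14 and 28, and to 0.897, 0.788, 0.882 and 0.932 for TF genes on days 3, 5, 7 and 14. The pairs of sham samples gave a median of 622 DE genes and a median PCC of 0.970, limma called 4469 genes for TAB and 10 for the difference between stages, and the list medians were 2.70 for extracellular matrix, 0.92 for leukocyte and 0.89 for cell cycle genes. Sox10 on day 5 reversed to −0.56, from 2.65 in the main analysis, where its probe was not well above background in sham.

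Leaving out the lowest tertile of genes by mean intensity, which tests fewer genes, gave 420, 508, 437, 449 and 444 DE genes on the 5 days and 1246 on any day. The PCCs were 0.790, 0.722, 0.808, 0.871 and 0.926 for non-TF genes and 0.833 for TF genes on day 14. The pairs of sham samples gave medians of 390 DE genes and a PCC of 0.968. The difference between stages was called for 7 genes, the network had 243 edges and the cell cycle list had a median of 1.36. Limma called 3817 of 10742 genes for TAB.

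Keeping probes below 1 at 1, which adds dim probes, gave 4353 DE genes on any day. The PCCs were 0.718, 0.623, 0.698, 0.814 and 0.880 for non-TF genes, 0.820, 0.676 and 0.860 for TF genes on days 3, 5 and 7, and 0.926 as the median between sham samples. Limma called 677 of 19942 genes for TAB, 459 higher and 218 lower. The network had 375 edges and the cell cycle median was 2.01.

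Leaving out probes not found on any 1 of the arrays (chosen after seeing the data) gave 484, 544, 510, 526 and 530 DE genes, 1437 on any day. The PCCs were 0.817, 0.749, 0.831, 0.887 and 0.937 for non-TF genes and 0.840 for TF genes on day 14, and the sham samples had medians of 482 DE genes and a PCC of 0.972. The difference between stages was called for 18 genes and the network had 271 edges. The medians were 3.02 for extracellular matrix and 1.34 for cell cycle genes, and Sox10 on day 5 reversed to −0.70. Of 32 named calls still covered, 31 were made.

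With the mean of all probes, the PCC was 0.782 for non-TF genes on day 3 and 0.745 for TF genes on day 5. With the brightest probe, the PCC of TF genes on day 14 was 0.773, the cardiomyocyte median was −0.14 and Sox10 on day 5 reversed to −0.72.

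A fixed absolute log2 ratio of at least 1 gave 3072, 3386, 2803, 2110 and 1802 DE genes on the 5 days and 6817 on any day. A threshold of 2 times the median SD between sham samples, a log2 ratio of 1.26, gave 1959, 2222 and 1833 on days 3, 5 and 7 and 4833 on any day. The share of up-regulated calls moved by more than 10 percentage points with the lowest tertile left out (70.0%, 79.5%, 80.3%, 76.6% and 70.3% on the 5 days, of which days 3, 14 and 28 moved that far), with 50 added (71.3% on day 14, against 59.9%), with probes below 1 set to 1 (63.7% on day 5 and 59.0% on day 7), with a log2 ratio of at least 1 (55.3% and 57.5% on these days) and with the sham threshold (62.4% on day 5). It was 73.8% on day 14 with probes not found on any 1 of the arrays left out (chosen after seeing the data).

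On log2 intensity, the PCCs were 0.886, 0.866, 0.886, 0.927 and 0.932 for non-TF genes and 0.898, 0.857 and 0.895 for TF genes on days 3, 5 and 7. Spearman correlations were 0.873, 0.855, 0.878 and 0.916 for non-TF genes on days 3 to 14, and 0.825, 0.865 and 0.896 for TF genes on days 5, 7 and 28. Without the filter on differences, which by construction adds genes with small differences, they were 0.908, 0.871, 0.911, 0.942 and 0.965 for non-TF genes and 0.938, 0.883, 0.928, 0.955 and 0.970 for TF genes. Without removal of the top and bottom 1%, they were 0.729, 0.815 and 0.880 for non-TF genes on days 5, 7 and 14 and 0.827, 0.749 and 0.845 for TF genes on days 3, 5 and 14. With genes kept by the difference of linear intensities, they were 0.734, 0.625, 0.742 and 0.833 for non-TF genes on days 3 to 14 and 0.818, 0.617, 0.774, 0.857 and 0.902 for TF genes.

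With trend and robust on, limma called 4194 genes for TAB. Without the day block it called 3598 genes for TAB, of which 2529 were among the 2749 of the fit with the block, and 5 for the difference between stages. With each day left out, it called between 22 and 2753 genes for TAB, with the lowest count without day 7, and 0 genes for the difference between stages. Without day 14 or 28 the late stage holds 1 day, which is assumed to vary like the others. The difference between stages was called for 0 genes under the scaling alternatives, with day 7 counted as late (849 at an unadjusted p under 0.05) and with log2 day in place of stages (1619).

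At a PCC of at least 0.95 the network had 235 edges, with a Spearman correlation of at least 0.9 it had 1018, and with each day left out it had between 1210 and 1306, where by construction a PCC over 4 values passes more often. With modules from linear intensity, 27.7% of Module 1 was down-regulated on day 14 or 28, against 38.3%. With the study's modules, 50% of Module 2 was down-regulated on day 3 or 5, against 40.2%.

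With each day left out (chosen after seeing the data), the list medians lay between 3.04 and 3.45 for extracellular matrix, between 1.05 and 1.40 for leukocyte, between 1.501 and 2.18 for cell cycle and between −0.26 and −0.21 for cardiomyocyte genes. The median of the immediate-early list turned from −0.11 to 0.15 without day 14. With genes not found on any array of TAB or sham (of the day, or over the days) set at their bound, and at 0 where no fold is given (chosen after seeing the data), the cell cycle median was 1.41 over the days and 1.17, 0.65 and 0.20 on days 7, 14 and 28. The leukocyte median was then 1.18, 1.25, 0.48 and 0.35 on days 3, 7, 14 and 28, and no other list median moved beyond its spread.

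Signal over background limits the single-day results. Of the gene and day combinations with the probe found on neither array, 8.28% were called, against 1.83% of those found on both.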

Differences from the paper's values

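Of 251 values of the paper that were compared, 145 of them log2 ratios of its supplementary files, 11 differed.

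The paper's PCC of TF genes on day 7 is 0.86, and 0.828 was obtained. Among the alternatives set before the data were examined, the values fell within the spread of the paper's with median scaling only (0.850), normalization within each operation (0.834), 50 added (0.882), the lowest tertile left out (0.847), probes below 1 set to 1 (0.860), the mean of all probes (0.851) and Spearman correlation (0.865). They did not with quantile normalization to the mean of each rank (0.828), the brightest probe (0.829), log2 intensity (0.895), no filter on differences (0.928), no removal of the top and bottom 1% (0.817) and the difference of linear intensities (0.774). Leaving out probes not found on any 1 of the arrays gave 0.853, within the spread; it was chosen after seeing the values and makes 5 of the 6 calls of Table 1A that it still covers.

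The paper's PCCs of TF genes rank day 7 (0.86) above day 3 (0.84), whereas here day 3 (0.861) was above day 7 (0.828). Of the alternatives set before the data were examined, median scaling only, probes below 1 set to 1 and Spearman correlation gave the paper's order.

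The smallest of the paper's 3 modules has 33 TF genes by the paper's count, and the part of rank 3 had 15. The values came within 1.5 times of it with quantile normalization to the mean of each rank (23) and linear intensity (28). They did not with the mean of all probes (14) or the brightest probe (12), and there was no such part with median scaling only, normalization within each operation, 50 added, the lowest tertile left out, probes below 1 set to 1, a PCC of at least 0.95, Spearman correlation, each day left out or the study's own list of DE TF genes.

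The paper states 8 DE TF genes outside its 3 modules, and 18 were obtained. Of the 18, 6 have no edge and the others lie in small groups without a connection to the 3 parts. On linear intensity there are 4 parts, and 10 TF genes lie outside all of them, which closes the gap; outside its first 3 parts there are 26. The other alternatives set before the data were examined do not close it, with 26 with median scaling only, 17 with normalization within each operation, 30 with quantile normalization to the mean of each rank, 24 with 50 added, 17 with the lowest tertile left out, 41 with probes below 1 set to 1, 23 with the mean of all probes, 22 with the brightest probe, 118 at a PCC of at least 0.95, 1 with Spearman correlation, 0 with each day left out and 19 with the study's own list.

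The paper's numbers of TF genes by module were read by eye from Fig. 3. Module 2 here also holds 10 TF genes that the study lists in Module 3, and the study's listed modules cover part of its TF genes. Down-regulated TF genes of Module 1 on day 5 number about 2 in Fig. 3D, read by eye, and 1 here; the modules from linear intensity give 3, which does not differ by the criterion, and the study's listed modules give 0, which does. Up-regulated TF genes of Module 2 number about 3 on day 3 and about 2 on day 5 in Fig. 3C, read by eye, and 6 and 5 here. On day 3, the study's modules (3) and the modules from linear intensity (3) close the gap. On day 5, the study's modules (2) close it and those from linear intensity (5) do not. Down-regulated TF genes of Module 2 number about 4 on day 7 and about 4 on day 28 in Fig. 3D, read by eye, and 17 and 8 here. On day 7, neither the study's modules (2) nor those from linear intensity (7) close the gap. On day 28, the modules from linear intensity (6) close it and the study's modules (2) do not.

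Table 1A gives the paper's call of Gli1 on day 28 as −1 and that of Zfp354c on day 28 as −1, and both were called 1 here. The paper's text has Gli1 up-regulated on this day, and the log2 TAB/sham ratios in its supplementary files are 1.49 for Gli1 and 3.04 for Zfp354c, the paper's values, which have the direction found here. Gli1 has no call (0) with 50 added or with probes below 1 set to 1, and the call 1 under the other alternatives that cover it. Zfp354c differs from the table under all alternatives set before the data were examined that cover it.

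The paper's supplementary ratio (log2 TAB/sham) of Rest on day 7 is −3.25, and −2.27 was obtained. The probe of Rest was found on no array. No alternative came within the spread of the paper's value, with −2.45 with median scaling only, −2.27 within each operation, −2.31 to the mean of each rank, −0.23 with 50 added and −2.51 with probes below 1 set to 1, and −2.27 with the mean of all probes or the brightest probe.

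The paper states that the majority of the TF genes of Module 3 are down-regulated on day 7, and of the 15 TF genes that the study lists there 6 were. Of the 16 in the part matched to Module 3 on linear intensity, 6 were. It states that most TF genes of Module 2 are down-regulated on days 3 and 5, and 41 of 102 were down-regulated on either day, or 26 of 52 by the study's list. For Module 1 it describes down-regulated TF genes after day 7 as level with the rest in number, and 31 of 81 were down-regulated on day 14 or 28. The listed TF genes are putative miRNA targets, a selected part of the modules, so their shares do not decide those of the whole modules. The paper describes Egr1 as up-regulated on day 5, and its log2 ratio of 1.66 was below the threshold of 1.93. Egr1 on day 5 is called with 50 added (1.59 against a threshold of 1.14), with the lowest tertile left out (threshold 1.60), with a fixed absolute log2 ratio of at least 1 and with the sham threshold of 1.26. It is also called with probes not found on any 1 of the arrays left out (threshold 1.46), which was chosen after seeing the values and makes 5 of the 6 calls of Table 1A that it still covers. It is not called under the other scaling and probe alternatives or with 2 SDs around the mean.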

Other observations

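The gene lists, the calls between sham samples, the regrouping of samples and the permutation of edges were planned before the data were examined, but their use as tests of an explanation, like the tests with PCCs across days, with values of Egr1, Fos and the clock genes in single samples and with the detection p-value, was chosen after the results were seen. The call rate of spots not found and the repeated order of the days were set before their results were seen.

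The number of DE genes was about the same on every day, between 839 and 947. A threshold of 2 SDs moves with the spread of each day and could give this number by itself. Sham samples of different days gave a median of 963.5 calls under the same rule, so the values that this explanation needs are there. With a fixed log2 ratio of at least 1, the number fell from 3386 on day 5 to 1802 on day 28, and the highest pair of sham samples gave 1794. Whether the remaining difference on day 28 is an effect of banding was not tested, since the day has 1 sample per operation.

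Noise of spots not found above background may contribute to the DE calls of single days. Genes found on neither array of a day were called in 8.28% of 15383 gene and day combinations, and genes found on both in 1.83% of 58168. A lower level of these genes does not by itself exclude a change with TAB, which stays open.

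That 49.0% of the DE genes were first called on days 3 and 5 may follow from counting, since the days counted first have no earlier day. In all 120 orders of the 5 days, the first 2 days held at least as large a share, and days 3 and 5 gave the lowest share of all. The share depends only on which 2 days come first, so the 120 orders are not separate checks. An early burst of newly DE genes is therefore not needed for this share, and the calls themselves are as many on later days.

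The genes with a TAB effect over the days were recounted after regrouping of the samples. With TAB and sham swapped within days, 1 of 16 splits gave as many genes, the real one, and 0 genes were called in each of the others. A design with 16 splits cannot exclude chance at a share of 0.05. Without the day block, 1 of 100 splits of the 10 samples gave as many genes, the real one, and the others gave at most 11, so chance can be excluded there. For the 14 extracellular matrix genes below, a difference between the TAB and sham arrays that acts alike on probes of like intensity can be excluded as the cause. Their median log2 ratio over the days was 3.21, and 95% of random lists matched on intensity lay between −0.29 and 0.24. Over the days, with genes not found on a side at their bound, the medians were 1.23 for leukocyte and 1.41 for cell cycle genes. This setting was chosen after seeing the data. Of random lists treated alike, 95% lay between −0.24 and 0.20 for leukocyte and between −0.32 and 0.24 for cell cycle genes. These values argue against such a difference for both lists. The medians of the cardiomyocyte, clock and immediate-early lists lay within 95% of their random lists. Genes outside the lists were not tested.

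The 586 edges among DE TF genes exceeded what chance correlation of 5 values gave (one-sided permutation p = 0.001, the smallest that 1000 permutations can give), so chance can be excluded as the source of all edges. The permuted values still gave a median of 439 edges. The 5 sham values of the same TF genes also gave more edges than their permuted values (one-sided permutation p = 0.0440), so that differences between samples that do not need banding may account for part of the excess. Array noise shared by the probes of 1 sample and a course over time after any operation both stay open.

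The TAB sample of day 5 may carry the lowest PCC of this day. It had the lowest PCC against 4 of the 4 sham samples of other days, and the smallest gap to the next TAB sample was 0.0151, which argues against the sham sample of day 5 alone as the cause. A contribution of the sham sample of day 5 stays open, since it had the lowest PCC against 4 of the 4 TAB samples of other days on linear intensity, though against 1 of 4 on log2 intensity. A difference of this 1 TAB sample or array and a stage that all TAB hearts pass through on day 5 may both give this, and no replicate of the day separates them.

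Egr1 and Fos were lower in TAB than in sham on day 14. A high sham sample on day 14 may explain this. Egr1 in this sample lay 2.22 (log2) above the highest of the other sham samples, whose SD was 0.97, and Fos lay 2.15 above, with an SD of 0.47. The TAB sample of day 14 lay near the lowest of the other TAB samples, at a difference of 0.32 for Egr1 and −0.05 for Fos. The list of 14 immediate-early genes had a median log2 ratio of −1.28 on day 14, at percentile 0 of the random lists, against 0.34, 0.48, −0.06 and −0.19 on days 3, 5, 7 and 28 (percentiles 95.5, 98.8, 44.9 and 8.77). Over all days its median was −0.11, limma called 1 of the genes, and 1 when adjusted over the list alone. How the sham sample of day 14 was taken is not stated, and a response of the sham heart on that day stays open. The paper also measured Egr1 by quantitative RT-PCR and reports it as changed after TAB. Those values bear on this question and were not analysed here.

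Clock genes differed between TAB and sham on day 14. An index was formed as the mean log2 intensity of 8 genes of the clock list minus that of 3 genes of the opposite phase, and TAB exceeded sham by 2.14 on day 14 and by at most 1.37 in size on another day. Samples taken at different times of day could give this, since the index ranged over 4.21 among the sham samples, with no banding. An effect of banding on the clock on day 14 is not excluded: the sham sample of day 14 lay at −4.09 from the mean of sham days 5, 7 and 28, and the TAB sample of day 14 at −1.09 from the TAB samples of these days. The sham sample of day 3 lay with that of day 14. Time of day and banding cannot be told apart, because the time of sampling is not given. The 15 measured clock genes had medians of −0.11, −0.50, −0.13, 0.28 and −0.19 on the 5 days (percentiles 24.4, 1.43, 24.6, 97.3 and 4.14) and −0.12 over the days. Limma called 1 of them, and 1 when adjusted over the list alone.

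More spots passed a detection p-value of 0.05 in the sham samples of day 7 (38.6%) and day 28 (38.0%) than on the other arrays (18.8% to 23.5%). Brighter arrays can be excluded as the cause, since the lowest raw intensity that passed was 85 and 125 on these arrays and between 289 and 377 on the others. The deposited p-value thus had another threshold in intensity on these arrays. No biological explanation was tested, and the p-value entered no call.

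The gene lists set before the data were examined moved as follows. The 14 extracellular matrix genes had median log2 ratios of 3.33, 3.86, 3.74, 2.74 and 1.86 on the 5 days and 3.21 over the days, limma called 14 of 14 as higher, and 14 when adjusted over the list alone. The 13 leukocyte genes had medians of 1.54, 1.61, 1.45, 0.84 and 0.67 and 1.26 over the days, with 8 called higher and 1 lower, and 9 when adjusted over the list alone. For both lists each median was at percentile 100 of the random lists. The 13 cell cycle genes had medians of 2.29, 2.77, 1.40, 1.17 and 0.36 (percentiles 100 on days 3, 5 and 7, 99.99 on day 14 and 98.5 on day 28) and 1.81 over the days, with 6 called higher and 11 when adjusted over the list alone. The value of 1.81 is that of Ccne1, a gene found on no sham array, as were 3 others of this list. With such genes at their bound (chosen after seeing the data), the median was 1.41 over the days, at percentile 100 of random lists treated alike, and 2.29, 2.77, 1.17, 0.65 and 0.20 on the 5 days (percentile 98.1 on day 28). The 14 cardiomyocyte genes had −0.12, −0.37, −0.37, −0.10 and −0.07 (percentiles 45.8, 9.21, 1.49, 30.4 and 24.4) and −0.25 over the days, with 2 called lower and 4 when adjusted over the list alone; Myl2 was saturated on 9 of the 10 arrays. Ratios of 1 sample per operation and day describe these samples.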
